# Aprepitant, an antiemetic agent, interferes with metal ion homeostasis of *Candida auris* and displays potent synergistic interactions with azole drugs

**DOI:** 10.1080/21505594.2020.1838741

**Published:** 2020-10-26

**Authors:** Hassan E. Eldesouky, Nadia A. Lanman, Tony R. Hazbun, Mohamed N. Seleem

**Keywords:** *Candida auris*, fungal biofilms, azole resistance, *Caenorhabditis elegans*, metal ion homeostasis, reactive oxygen species (ROS)

## Abstract

With the rapid increase in the frequency of azole-resistant species, combination therapy appears to be a promising tool to augment the antifungal activity of azole drugs against resistant *Candida* species. Here, we report the effect of aprepitant, an antiemetic agent, on the antifungal activities of azole drugs against the multidrug-resistant *Candida auris*. Aprepitant reduced the minimum inhibitory concentration (MIC) of itraconazole *in vitro*, by up to eight-folds. Additionally, the aprepitant/itraconazole combination interfered significantly with the biofilm-forming ability of *C. auris* by 95 ± 0.13%, and significantly disrupted mature biofilms by 52 ± 0.83%, relative to the untreated control. In a *Caenorhabditis elegans* infection model, the aprepitant/itraconazole combination significantly prolonged the survival of infected nematodes by ~90% (five days post-infection) and reduced the fungal burden by ~92% relative to the untreated control. Further, this novel drug combination displayed broad-spectrum synergistic interactions against other medically important *Candida* species such as *C. albicans, C. krusei, C. tropicalis*, and *C. parapsilosis* (ƩFICI ranged from 0.08 to 0.31). Comparative transcriptomic profiling and mechanistic studies indicated aprepitant/itraconazole interferes significantly with metal ion homeostasis and compromises the ROS detoxification ability of *C. auris*. This study presents aprepitant as a novel, potent, and broad-spectrum azole chemosensitizing agent that warrants further investigation.

## Introduction

*Candida auris* is an emerging fungal pathogen that has been recently implicated in numerous global outbreaks of life-threatening candidemia, leading to significant morbidity and high rates of mortality [1,2]. Recently, the U.S. Centers for Disease Control and Prevention (CDC) has classified *C. auris* as an urgent threat that requires immediate intervention [3]. Unfortunately, resistance to major antifungal agents, including to the first-line therapeutics, was reported to be common among *C. auris* isolates [4]. According to the CDC, 90% of *C. auris* isolates are resistant to the antifungal activity of fluconazole and around 30% of isolates are resistant to amphotericin B [5]. The unique multidrug resistance nature of *C. auris* combined with its ability to be efficiently transmitted among patients are key challenges that hinder the development of effective control and containment of *C. auris* [1,6–8].

Currently, only three classes of systemic antifungal drugs (azoles, polyenes, and echinocandins) are available for the treatment of invasive *Candida* infections [9]. Azole drugs target ergosterol biosynthesis through the inhibition of lanosterol 14 alpha methyltransferase (Erg11p) resulting in depletion of the vital cell membrane component, ergosterol, and accumulation of cytotoxic metabolites [10]. Owing to safety, the spectrum of activity, and pharmacokinetic considerations such as oral bioavailability, azole antifungal drugs have gained preference as vital therapeutics to control various types of mycotic infections [11–14]. However, the extensive dependence on azole drugs has contributed to the increased rate of azole-resistance among fungal species [15,16]. Overexpression or mutation of *ERG11*, in addition to the upregulation of ABC and MFS efflux transporters, are known to be major triggers of azole resistance in *Candida* species [17].

Considering the limited therapeutic options and the increased rate of drug resistance in *C. auris*, there is a pressing need for novel antifungal agents and co-drugs capable of restoring or enhancing the antifungal activity of azole drugs. Historically, drug combinations have been utilized efficiently to treat various bacterial and viral infections and to fight cancer [18–21]. However, this approach has not been fully exploited in medical mycology despite the immediate need to discover new treatment strategies, especially with the current dearth in available therapeutics and the increased frequency of multidrug-resistant isolates.

In a whole-cell screening study aimed at identifying novel azole chemosensitizing agents (unpublished data), we noticed that the antiemetic agent aprepitant was able to restore the antifungal activity of fluconazole against the test *C. auris* isolate. Here, we investigated the interactions between aprepitant and different azole drugs against multiple *C. auris* isolates and other clinically important *Candida* species. Additionally, comparative transcriptomic profiling and mechanistic studies were performed to identify the potential mechanism by which aprepitant enhances the antifungal activities of azole drugs.

## Materials and methods

### Fungal strains, reagents, and chemicals

Sources and descriptions of the fungal strains used in this study are provided in Supplementary Table S1. Yeast-peptone dextrose (YPD) agar and broth were purchased from Becton, and Dickinson Company (Franklin Lakes, NJ). 3-(N-Morpholino) propanesulfonic acid (MOPS) was purchased from Sigma-Aldrich (St. Louis, MO). RPMI 1640 powder, supplemented with glutamine and lacking NaHCO_3_, was obtained from Thermo Fisher Scientific (Waltham, MA). Johns Hopkins Clinical Compounds Library (JHCCL) was obtained from the school of medicine at Johns Hopkins University and was used to identify the azole chemosensitizing activity of aprepitant. The library was screened at 16 µM against *C. auris* AR0390 in the presence or absence of a subinhibitory concentration of fluconazole (32 µg/ml). Fluconazole was purchased from Fisher Scientific (Pittsburgh, PA). Itraconazole, voriconazole, and aprepitant were purchased from TCI America (Portland, OR). Gentamicin sulfate was obtained from Chem-Impex International Inc. (Wood Dale, IL).

### Microdilution checkerboard assays

Aprepitant and azole drugs (fluconazole, voriconazole, and itraconazole) were tested alone and in combinations against different *Candida* species using standard broth microdilution checkerboard assays, as previously described [22–24]. The ΣFICI (fractional inhibitory concentration index) was used to evaluate the interactions between the tested drugs. Interactions were deemed to be synergistic (SYN) when ΣFICI values were ≤0.50, additive (ADD) when ΣFICI values were >0.50 and ≤1, and indifferent (IND) when ΣFICI values were >1 and ≤4 [25].

### Time-kill assay

To study the effect of aprepitant/itraconazole on the growth kinetics of *C. auris*, a time-kill assay was conducted, as previously described [26–29]. Briefly, exponential-phase *C. auris* AR0390 cells were diluted with RPMI 1640 medium to ~1 × 10^5^ CFU/ml. Cells were incubated with aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both agents for 24 h at 35°C. Following incubation, the number of viable cells was determined at specific time points (0, 6, 12, and 24 h). The time-kill curve was constructed by plotting viable colony forming units against time. The results are presented as the average values of triplicate measurements.

### Effect of aprepitant/itraconazole combination against premature and mature C. auris biofilms

To assess the antibiofilm activity of aprepitant/itraconazole against *C. auris*, overnight cultures of *C. auris* AR0390 (~1 × 10^5^ CFU/ml) in RPMI 1640 were transferred onto tissue culture-treated 96-well plates and incubated for 2 h at 35°C to allow cell adhesion. Then aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both agents were added, and the plates were incubated for 24 h at 35°C. Cells treated with DMSO (1%), the drugs’ solvent, served as a negative control. Following incubation, RPMI 1640 medium was discarded and the formed biofilms were carefully washed twice with PBS before being quantified, using the XTT reduction assay [26,30].

To assess the activity of aprepitant/itraconazole against mature biofilms, *C. auris* cells (at ~1 × 10^5^ CFU/ml) were seeded in tissue culture-treated 96-well plates and incubated for 24 h at 35°C to allow for the formation of mature biofilms [31–33]. Fresh RPMI 1640 media supplemented with aprepitant, itraconazole, or aprepitant/itraconazole, at the same concentrations indicated above, were added to the formed biofilms and incubated for another 24 h at 35°C. After incubation, biofilms were carefully washed and quantified by the XTT reduction method. All treatments were conducted in triplicates and data represent the average ± SD.

### Effect of aprepitant/itraconazole against other Candida species

To investigate the effect of aprepitant on the antifungal activity of itraconazole against other medically important *Candida* species, checkerboard assays were utilized and ΣFIC indices were calculated as mentioned above. The aprepitant/itraconazole combination was assessed against *C. albicans* (n = 4), *C. glabrata* (n = 3), *C. krusei* (n = 3), *C. tropicalis* (n = 2), and *C. parapsilosis* (n = 2). Additionally, 5 µl samples from representative *Candida* cultures that displayed enhanced susceptibility to the aprepitant/itraconazole combination were spotted onto YPD agar plates and incubated for 24 h at 35°C before scanning the plates and determination of CFU counts.

### RNA extraction

Exponential-phase cultures of *C. auris* AR0390 were treated (in duplicates) with DMSO (1%), aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs. All treated cultures were incubated for 3 h at 30°C. The cells were pelleted, washed twice with PBS, and RNA was isolated using an Ambion Ribopure yeast kit. The RNA quality was checked on a bioanalyzer Nano chip (Agilent) and all RNAs used for downstream experiments were determined to have RNA integrity numbers (RIN) of 9.5 and above. The SuperScript III First-Strand kit (Invitrogen) was used to prepare cDNA, following the manufacturer’s guidelines.

### RNA sequencing and enrichment analysis of differentially expressed genes (DEGs)

Paired-end, 2 × 150 bp reads were sequenced on a NovaSeq6000. Reads were quality trimmed and Illumina TruSeq adapter sequences were removed using fastp [34]. HISAT2 (v2.1) was used to align reads to the *Candida auris* NCBI reference genome version B11221 [35]. FeatureCounts (v2.1) was used to count the read numbers mapped of each gene [36]. FPKM values of each gene were calculated based on the length of the gene in the associated annotation GTF file as well as reads count mapped to each gene. Differential expression analysis was performed on raw count data using the edgeR Bioconductor package (v3.16.5) [37,38]. The *P* values were adjusted using the Benjamini & Hochberg method [39]. A corrected *P*-value of 0.005 and an absolute foldchange of two was set as the threshold for significant differential expression. Differentially expressed genes were annotated by blasting the sequences of identified DEGs against the *Candida* Genome Database (CGD) and by using blasts against *C. albicans* SC5314 (taxid:237561) with an e-value cutoff of 0.01 [40]. Gene Ontology (GO) enrichment analysis of differentially expressed genes was implemented by the ClusterProfiler Bioconductor package (v2.4.3) [41]. GO terms with corrected *P*-values < 0.05 were considered significantly enriched within the differentially expressed genes lists.

### Real-time quantitative reverse transcription (RT-qPCR)

To validate the RNA-Seq results, we conducted quantitative real-time (RT) PCR assays to quantify the expression of six genes (*ERG1, ERG2, ERG10, FRT1, ZRT2*, and *CTR1*). Gene expression levels were calculated using the 2^−ΔΔCT^ method [42]. Gene expression was internally normalized to *ACT1* and compared to the untreated control (DMSO 1%). All primers used in this study were provided in Supplementary Table S2.

### Effect on ROS levels in C. auris cells

The Image-iT™LIVE Green Reactive Oxygen Species (ROS) detection kit (Molecular Probes, Inc., Eugene, OR) was utilized to measure ROS levels, as previously described [27]. Briefly, exponential-phase *C. auris* AR0390 was adjusted to ~ 1 × 10^6^ CFU/ml in PBS in the presence or absence of FeSO4 (50 µM). Cells were treated with either aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs, while DMSO (1%) treated culture was used as a negative control. All treatments were continued for 3 h at 35°C, then cells were pelleted, washed twice with PBS, and 5-(and-6)-carboxy-2′,7′-dichlorodihydrofluorescein diacetate (carboxy-H2DCFDA) dye, at a final concentration of 50 µM, was added. Cells were then incubated for 1 h at 35°C. After incubation, cells were washed twice with PBS and the fluorescence intensity was measured spectrophotometrically at 495/529 nm. Data represent the average of three measurements ±SD.

### Effect of iron supplementation on the antifungal activity of aprepitant/itraconazole

To investigate the effect of iron supplementation on the synergistic relationship between aprepitant and itraconazole against *C. auris*, a time-kill assay was performed as described above, and RPMI 1640 with/without ferrous sulfate (50 µM) was used as the assay medium. Cultures were incubated at 35°C for 24 h and then 5 µl samples of each treatment were spotted onto YPD agar plates and incubated at 35°C for another 24 h before scanning the plates.

### Caenorhabditis elegans infection model

To assess the *in vivo* efficacy of the aprepitant/itraconazole combination, a *C. elegans* infection model was utilized as previously discribed [9,11,26]. Briefly, synchronized worms [strain AU37 genotype glp-4(bn2) I; sek-1(km4) X] at L4 phase were incubated in 5 ml of YPD broth containing *C. auris* AR0390 (adjusted at ~1 × 10^6^ CFU/ml) for 3 h at room temperature. Following infection, worms were washed five times with PBS to remove non-ingested cells and then suspended in M9 buffer containing 20% RPMI 1640. Infected worms were distributed into groups (~20 worms/group) and then treated (in triplicates) with either DMSO (1%), aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs. Worms were then incubated with test agents at 25°C for 24 h before being washed twice with PBS and beaten vigorously with silicon carbide beads, for at least 2 min, to release *C. auris* cells. *C. elegans* lysates were serially diluted and plated over YPD agar plates containing gentamicin (100 µg/ml). Plates were incubated for 24 h at 35°C before viable CFU per worm was determined.

In another experiment, worms were incubated in 5 ml of YPD broth containing *C. auris* AR0390 (adjusted at ~1 × 10^6^ CFU/ml) for 3 h at room temperature. Infected worms were treated with DMSO (1%), aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs. The survival of *C. elegans* was monitored and recorded for five days. Data are presented as percent survival of infected *C. elegans* using a Kaplan-Meier survival curve generated using GraphPad Prism 6.0 (GraphPad Software, La Jolla, CA).

### Statistical analyses

Statistical analysis was performed using GraphPad Prism 6.0 (Graph Pad Software, La Jolla, CA, USA). One-way ANOVA and Dunnett’s test for multiple comparisons were used to assess the statistical significance (*P* < 0.05) between treated and untreated groups. Kaplan-Meier survival curves were assessed by the log-rank test for statistical significance.

## Results

### Azole chemosensitizing activity of aprepitant against C. auris isolates

To identify novel adjuvants to overcome azole resistance in *C. auris*, we explored the azole chemosensitizing activity of ~1600 FDA-approved drugs in the Johns Hopkins Chemical Library (unpublished data). Our initial screen identified aprepitant (an antiemetic agent) as a potent hit compound that restored the antifungal activity of fluconazole against the multidrug-resistant strain *C. albicans* AR0390. This observation encouraged us to explore the interactions between aprepitant and commonly used azole drugs *in vitro* against a panel of ten *C. auris* isolates obtained from the Antimicrobial Resistance Isolate Bank (CDC). To assess these interactions, we used standard microdilution checkerboard assays and calculated the fractional inhibitory concentration indices (ƩFICI). As shown in Table 1, aprepitant was able to enhance the antifungal activity of fluconazole against seven isolates with a synergistic relationship observed against four isolates (ƩFICI ranged from 0.09 to 0.50) and an additive relationship observed against three isolates (ƩFICI ranged from 0.51 to 0.63). Based on the current tentative breakpoints for azole resistance, aprepitant was able to restore the fluconazole susceptibility only in two fluconazole-resistant isolates, AR0388, and AR0390. When tested in combination with voriconazole, aprepitant was able to enhance the antifungal activity of voriconazole against eight isolates, with a synergistic relationship observed against two isolates (ƩFICI = 0.19) and an additive relationship observed against six isolates (ƩFICI ranged from 0.53 to 0.56). However, aprepitant failed to re-sensitize any of the tested voriconazole-resistant isolates (n = 3) that exhibited MIC ≥1 µg/ml. Interestingly, when combined with itraconazole, aprepitant was able to enhance the antifungal activity of itraconazole against all ten tested isolates, resulting in a synergistic relationship observed against eight isolates (ƩFICI ranged from 0.14 to 0.31) and an additive relationship observed against two isolates (ƩFICI = 0.52). Importantly, aprepitant was able to re-sensitize all tested isolates (n = 3) that displayed reduced susceptibility to itraconazole (MIC ≥1 µg/ml). Since aprepitant interacted more favorably with itraconazole against *C. auris*, the combination between aprepitant and itraconazole was selected for further investigation.

**Table 1.** Effect of aprepitant on the antifungal activity of fluconazole (FLC), voriconazole (VRC), and itraconazole (ITC) against *C. auris* clinical isolates

*C. auris* Isolates	MIC (µg/ml)				Combination with FLC			Combination with VRC			Combination with ITC		
	APR	FLC	VRC	ITC	APR/FLC (µg/ml)	ƩFIC	Mode	APR/VRC (µg/ml)	ƩFIC	Mode	APR/ITC (µg/ml)	ƩFIC	Mode
AR0381	> 128	1	0.0078	0.25	0.5/0.5	0.50	SYN	8/0.007	1.06	IND	2/0.125	0.52	ADD
AR0382		1	0.0625	0.25	1/0.5	0.51	ADD	8/0.031	0.56	ADD	8/0.0312	0.19	SYN
AR0383		256	0.5	0.5	2/256	1.02	IND	8/0.25	0.56	ADD	8/0.125	0.31	SYN
AR0384		128	0.5	0.25	2/64	0.52	ADD	8/0.25	0.56	ADD	8/0.0312	0.19	SYN
AR0385		256	4	0.5	2/256	1.02	IND	4/2	0.53	ADD	8/0.125	0.31	SYN
AR0386		256	2	0.5	16/128	0.63	ADD	4/1	0.53	ADD	8/0.125	0.31	SYN
AR0387		1	0.0312	0.125	0.5/0.5	0.50	SYN	4/0.015	0.53	ADD	8/0.0312	0.31	SYN
AR0388		256	0.5	1	8/8	0.09	SYN	8/0.062	0.19	SYN	2/0.125	0.14	SYN
AR0389		256	2	1	8/256	1.06	IND	8/2	1.06	IND	2/0.5	0.52	ADD
AR0390		256	0.5	1	8/8	0.09	SYN	8/0.062	0.19	SYN	4/0.125	0.16	SYN

*ΣFICI (fractional inhibitory concentration index) was used to measure the interaction between the tested combinations. ΣFICI interpretation corresponded to the following definitions: synergism (SYN), ΣFICI ≤0.5; additivity (ADD), ΣFICI >0.5 and ≤1; and indifference (IND), ΣFICI >1 and ≤4.

### Aprepitant/itraconazole exerts a fungicidal effect against C. auris AR0390

To investigate the killing kinetics of the aprepitant/itraconazole combination against *C. auris*, a time-kill assay was conducted. As shown in Figure 1, aprepitant (at 10 µg/ml), by itself, did not produce any observable antifungal activity against the test isolate (AR0390). Itraconazole, at 1 × MIC (1 µg/ml), exhibited fungistatic activity for 12 h post-incubation; however, rapid fungal re-growth was observed thereafter. Interestingly, the combination of aprepitant and itraconazole (at the same concentrations each drug was tested alone) displayed fungicidal activity against the test isolate generating ~ 3-log_10_ reduction in the CFU count over 24 hours.

**Figure 1.**
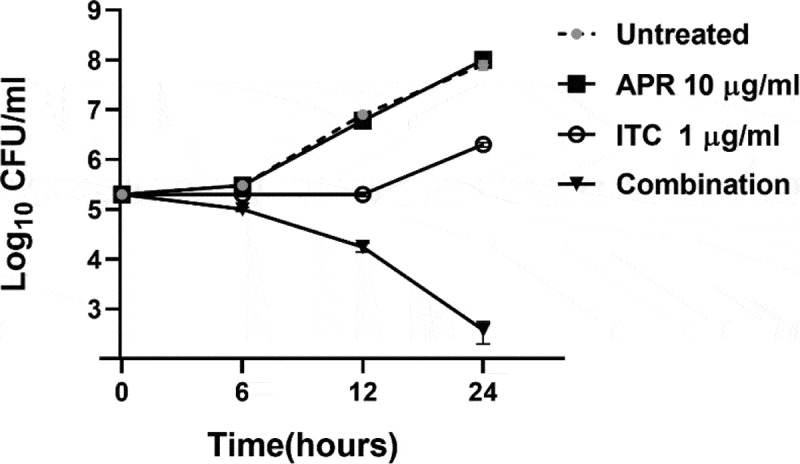
Time-kill assay of aprepitant (APR) at 10 µg/ml, itraconazole (ITC) at 1 µg/ml, or a combination of both agents at the same concentration as tested alone. Test agents were evaluated against *C. auris* AR0390 over a 48-hour incubation period at 35 °C. Cells treated with DMSO (1%) served as a negative untreated control. Error bars represent standard deviation values

### Effect of aprepitant/itraconazole against C. auris biofilms

As shown above, the aprepitant/itraconazole combination exerted fungicidal activity against planktonic *C. auris*. To investigate whether a similar effect could be observed against *C. auris* biofilms, we utilized the XTT reduction assay to examine the effect of aprepitant/itraconazole against early-stage and mature biofilms. As shown in Figure 2(a), the combination of aprepitant (at 10 µg/ml) and itraconazole (at 1 µg/ml) significantly inhibited the biofilm-forming ability of the test isolate by ~95 ± 0.13% compared to the untreated control. However, single treatments with either aprepitant or itraconazole at the respective concentrations failed to interfere with the biofilm-forming ability of the test isolate.

**Figure 2.**
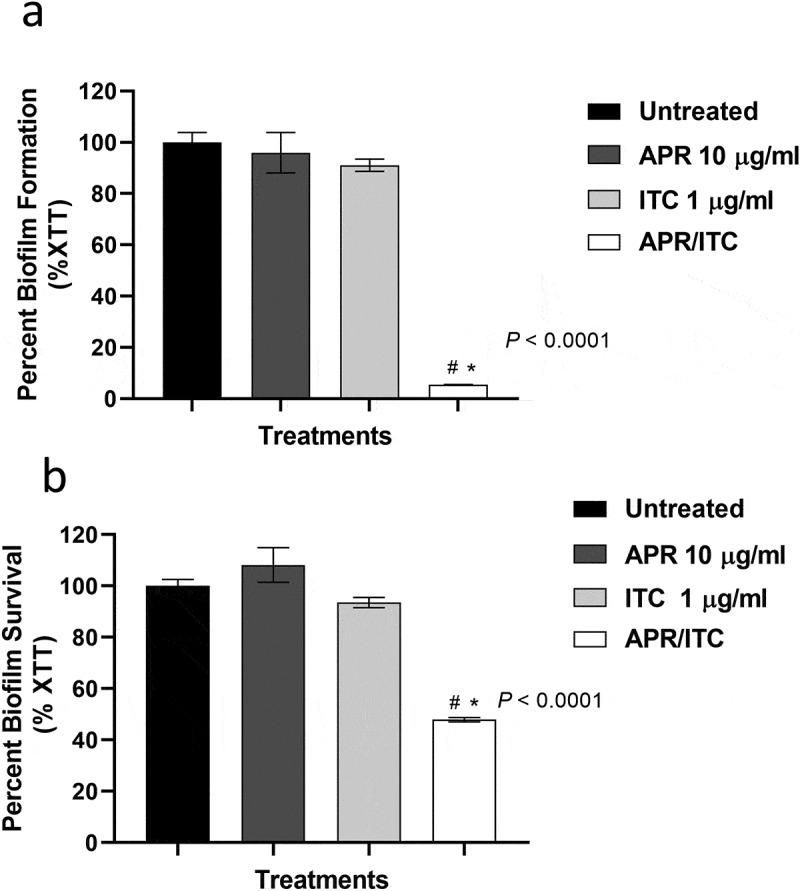
The anti-biofilm activity of aprepitant (APR)/itraconazole (ITC) against *C. auris*. (a) The inhibitory effect of the aprepitant (10 µg/mL)/itraconazole (1 µg/mL) combination on the formation of *C. auris* AR0390 biofilms as determined by the XTT reduction assay. (b) The ability of the aprepitant/itraconazole combination to diminish the metabolic activity of mature *C. auris* AR0390 biofilms. Data are shown as means ± SD. * indicates a statistical significance (*P* < 0.05) relative to the untreated control (*P* < 0.05), whereas #, indicates a statistical significance (*P* < 0.05) relative to the treatment with either aprepitant or itraconazole alone. Statistical significance was assessed by one-way ANOVA using Dunnett’s test for multiple comparisons

When tested against mature *C. auris* biofilms, the aprepitant/itraconazole combination, at the same concentrations, was able to significantly reduce the viability of *C. auris* AR0390 cells present in mature biofilms by 52 ± 0.83% (Figure 2(b)). As expected, neither aprepitant nor itraconazole alone, at the respective concentrations, was able to interfere with the viability of *C. auris* cells within mature biofilms. These data indicate the potent ability of aprepitant/itraconazole to interfere with both the early and late phases of *C. auris* biofilms.

### Effect of aprepitant/itraconazole against other Candida species

The potent synergistic interaction observed between aprepitant and itraconazole against all *C. auris* isolates tested encouraged us to examine whether the aprepitant/itraconazole combination would exert a similar effect against other clinically important *Candida* species. Using standard microdilution checkerboard assays, we examined the interactions between aprepitant and itraconazole against a panel of 14 *Candida* species including *C. albicans* (n = 4), *C. glabrata* (n = 3), *C. krusei* (n = 3), *C. tropicalis* (n = 2), and *C. parapsilosis* (n = 2). As shown in Figure 3(a) and Supplementary Table S3, aprepitant exerted a synergistic relationship with itraconazole (ƩFICI ranged from 0.08 to 0.31) against all isolates, except for *C. glabrata* isolates where an indifferent effect was observed (ƩFICI = 1.02). These synergistic interactions were further demonstrated using spot assays. As shown in Figure 3(b), the aprepitant/itraconazole combination inhibited the visual growth of *C. albicans* (TWO7243), *C. krusei* (ATCC 14243), *C. tropicalis* (ATCC 1369), and *C. parapsilosis* (ATCC 22019), and reduced the CFU counts by ~ 2–4 orders of magnitude relative to the untreated control, as shown in Figure 3(c).

**Figure 3.**
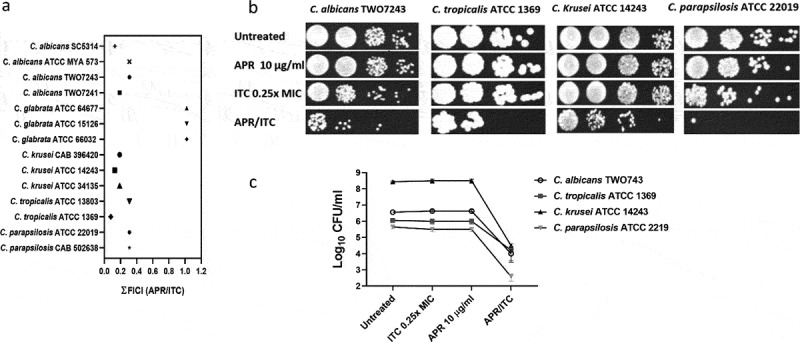
Interaction between aprepitant and itraconazole against different *Candida* species. (a) ƩFICI (fractional inhibitory concentration index) values were calculated from checkerboard assays. Cultures of *C. albicans* TWO7243, *C. krusei* ATCC 14243, *C. tropicalis* ATCC 1369, and *C. parapsilosis* ATCC 22019 were treated with APR (10 µg/ml) and ITC (0.25 × MIC), either alone or in combination. Treated cultures were incubated at 35°C for 24 h before being spotted onto YPD agar plates and reincubated for an additional 24 h. Plates were then scanned (b) and CFU count was performed (c)

### Transcriptomic profiling of C. auris treated with aprepitant/itraconazole

To gain insight into the molecular mechanism(s) by which aprepitant interacts synergistically with azole drugs, we performed comparative transcriptomic analysis of *C. auris* AR0390 treated with DMSO (1%), aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs. 

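The transcriptomic data are 4 libraries of C. auris AR0390, which Supplementary Table S1 lists as resistant to fluconazole, itraconazole and amphotericin B with overexpression of MDR1 and CDR1. There was 1 library each for itraconazole at 1 µg/ml, aprepitant at 10 µg/ml, both drugs together and DMSO at 1%, after 3 h at 30°C. The DMSO library is called the untreated library here, after its label. The methods state that cultures were treated in duplicates, whereas the deposited table holds 1 value per gene and condition, and whether duplicates were pooled is not given in the sources used here. The authors trimmed paired-end reads with fastp, aligned them to the B11221 reference genome with HISAT2 and counted the reads on each gene with FeatureCounts. The counts were deposited without normalization. Counts on genes totaled 19603225 in the untreated library, 20688371 in the aprepitant library, 22669738 in the itraconazole library and 18963268 in the aprepitant/itraconazole library. Their sum is 81924602.
Of 5714 annotated genes, 5454 had at least 10 counts in at least 1 library and were kept. Libraries were scaled by edgeR's TMM method, with factors from 0.992 to 1.01, and expression was compared as the log2 ratio of CPM values, which are counts scaled to library size, after adding a prior count of 2. Without replicate libraries, a ratio between 2 libraries carries no estimate of the variation between cultures. The 95% intervals given with ratios and CPM values are exact intervals that cover counting error only. Calls were made with edgeR's exact test at the adjusted P-value of 0.005 and the 2-fold change given in the methods. The biological coefficient of variation (BCV) was set by hand to 0.1. The paper names edgeR, but neither this test nor a BCV. This test compares libraries, not conditions. Since the drugs form a 2 by 2 layout, an additive model with a term for each drug was also fitted to all 4 libraries, which leaves 1 residual degree of freedom per gene and places any interaction of the drugs in the residual.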

A total of 81.9 million reads were obtained with over 95% mapping rates observed across all samples. The sequence reads of all samples were deposited in the NCBI sequence read archive (GEO) under the accession number of (GSE148749). The Bioconductor package edgeR was used to identify differentially expressed genes (DEGs) between groups. Genes with an adjusted *P*-value <0.05 and that showed greater than a two-fold (up or down) change in expression were considered differentially expressed. As shown in Figure 4(a), a total of 34 DEGs (19 upregulated + 15 downregulated) were identified in the aprepitant/itraconazole treated sample (Figure 4(a) and Table 2). 

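Between the aprepitant/itraconazole and untreated libraries, 236 of the 5454 genes were past 2-fold, with 118 higher and 118 lower. The scaling that moved this count most was edgeR's upper quartile, with 270 genes, of which 95 were higher and 175 lower. The exact test at a BCV of 0.1 called 209 of these genes, 105 upregulated and 104 downregulated. The number of calls followed the assumed BCV, with 35 genes at 0.2, 3 at 0.3 and 1 at 0.4. With the BCV of 0.189 that edgeR estimates when it is given no replicates, 48 genes were called. That estimate treats the compared libraries as replicates, so that the drug effect enters it. It was 0.164 for itraconazole and 0.0739 for aprepitant. All 34 genes of Table 2 were among the 209, and all 34 were past 2-fold in the direction of Table 2 under every scaling and prior count tried. HGT6 (gene 40027169) had the largest fall of all genes, with a log2 ratio of -4.89 (95% interval -5.03 to -4.76), and DDR48 (gene 40030199) the largest rise, with 3.20 (95% interval 3.10 to 3.31). Outside Tables 2 and 3, and among genes with at least 100 counts in either library, the largest falls were those of THI4 (gene 40028318, log2 ratio -1.90) and gene 40026940 (log2 ratio -1.88). The latter lies 396 bp from HGT12 on the opposite strand, and its counts were between 0.181% and 0.229% of those of HGT12 in the 4 libraries. The largest rises were those of gene 40030770 (log2 ratio 1.76) and gene 40028949 (log2 ratio 1.74), which carries the name ERG10 in the RefSeq gene table.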

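Expression of the ergosterol genes ERG1, ERG2, ERG10 and ERG24 was higher in the aprepitant/itraconazole library than in the untreated library. The log2 ratio was 2.01 for ERG1 (95% interval 1.98 to 2.03), 1.89 for ERG2 (95% interval 1.85 to 1.94) and 2.62 for ERG24 (95% interval 2.57 to 2.66). For the gene that Table 2 names ERG10 (gene 40030782), which had only 103 counts in the untreated library and 413 in the aprepitant/itraconazole library, it was 2.04 with a wider interval of 1.74 to 2.39. The stress response gene RTA3 rose from 23.2 to 190 CPM, a log2 ratio of 3.03 (95% interval 2.89 to 3.18). Among the drug transporters, CDR1 (gene 40025314) rose from 1203 to 5802 CPM, MDR1 (gene 40029187) from 133 to 527 CPM and DUR3 (gene 40027146) from 76.0 to 271 CPM. Their log2 ratios were 2.27, 1.98 and 1.83. The itraconazole library had 2120 CPM for CDR1, 578 CPM for MDR1 and 162 CPM for DUR3, so that MDR1 was not higher with both drugs than with itraconazole alone. In the aprepitant library, CDR1 was at 906 CPM and MDR1 at 70.0 CPM, both below the untreated library, and DUR3 was at 103 CPM.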

Genes involved in ergosterol synthesis (*ERG1, ERG2, ERG10, ERG24*), stress responses (*DDR48* and *RTA3*), and drug transporters (*CDR1, MDR1, DUR3*) were upregulated in the aprepitant/itraconazole treated sample. Additionally, the iron-regulated 1,3-beta glucan-linked cell wall gene (*PIR1*) and the vacuolar calcium P-type ATPase (*PMC1*) were also among the upregulated DEGs. On the other hand, the aprepitant/itraconazole combination resulted in the downregulation of genes responsible for metal ion transport such as *FTR1* (iron transporter), *ZTR2* (zinc transporter), and *CTR1*, which is important for both iron and copper transport. Also, several high-affinity glucose transporters (*HGT6, HGT8, HGT12*) were among the downregulated DEGs in the aprepitant/itraconazole treated sample.

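PIR1 (gene 40029256) had 139 CPM in the untreated library (95% interval 133 to 144) and 652 CPM in the aprepitant/itraconazole library (95% interval 641 to 664), a log2 ratio of 2.23. PMC1 (gene 40025324), counted at 17161 reads in the untreated library and 57481 in the aprepitant/itraconazole library, rose from 878 to 3056 CPM, a log2 ratio of 1.80. In the itraconazole library these genes were at 402 and 2090 CPM, and in the aprepitant library at 147 and 1130 CPM. The log2 ratio of the aprepitant/itraconazole library to the itraconazole library was therefore smaller, at 0.70 for PIR1 (95% interval 0.66 to 0.74) and 0.55 for PMC1 (95% interval 0.53 to 0.57).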

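FTR1 (gene 40027445), ZRT2 (gene 40028877) and CTR1 (gene 40027663) fell in each treated library. FTR1 was at 264 CPM in the untreated library (95% interval 257 to 271), 192 CPM with aprepitant, 83.2 CPM with itraconazole and 42.8 CPM with both drugs (95% interval 39.9 to 45.9). ZRT2 was at 98.2 CPM in the untreated library (95% interval 93.8 to 103), 77.4 CPM with aprepitant, 34.5 CPM with itraconazole and 17.7 CPM with both drugs. CTR1 was at 387 CPM in the untreated library (95% interval 378 to 396), 252 CPM with aprepitant, 179 CPM with itraconazole and 82.1 CPM with both drugs (95% interval 78.1 to 86.3). The log2 ratio of the aprepitant/itraconazole library to the untreated library was -2.62 for FTR1, -2.47 for ZRT2 and -2.23 for CTR1, and ranked 5, 6 and 9 from the lowest of all 5454 genes. The sum of the log2 ratios with each drug was -2.12 for FTR1, -1.85 for ZRT2 and -1.73 for CTR1. Each thus fell further with both drugs than this sum. The paper chose these genes by their change with both drugs, so that this excess is partly built in. An interaction was not tested, since each condition has 1 library. For each gene the counting intervals of the 4 libraries did not overlap. How far these genes vary between cultures of one condition is not known from these libraries.

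**Figure D1:**
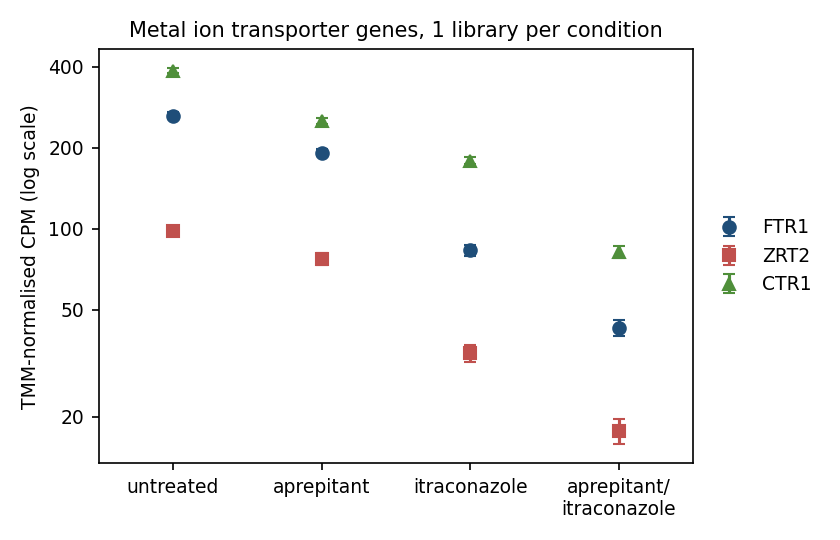
TMM-normalised CPM (log scale) of FTR1, ZRT2 and CTR1 in the untreated, aprepitant, itraconazole and aprepitant/itraconazole libraries, 1 library per condition, with error bars for the exact 95% counting interval. Each gene is highest in the untreated library and lowest in the aprepitant/itraconazole library, where FTR1 is at 42.8, ZRT2 at 17.7 and CTR1 at 82.1 CPM.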

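HGT6 and HGT8 (gene 40027170) are neighbors on the same strand, and the rule by which reads matching both were counted is not given in the sources used here. HGT6 was at 731 CPM in the untreated library, 310 CPM with aprepitant, 96.8 CPM with itraconazole and 24.5 CPM with both drugs. HGT8 was at 1209, 639, 180 and 124 CPM in the same order, a log2 ratio of -3.29 for the aprepitant/itraconazole library against the untreated library (95% interval -3.35 to -3.22). HGT12 (gene 40026939) was among the most abundant transcripts, with 128055 counts in the untreated library and 35156 in the aprepitant/itraconazole library. Its log2 ratio was -0.17 with aprepitant (95% interval -0.18 to -0.16), -0.43 with itraconazole (95% interval -0.44 to -0.41) and -1.81 with both drugs (95% interval -1.83 to -1.79). The sum of the log2 ratios with each drug was -4.15 for HGT6, -3.66 for HGT8 and -0.59 for HGT12. The log2 ratio with both drugs was -4.89 for HGT6, so that HGT6 and HGT12 fell by more than this sum and HGT8 by less.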

**Table 2.** List of differentially expressed genes (DEGs) for *C. auris* AR0390 treated with a combination of aprepitant (10 µg/ml) and itraconazole (1 µg/ml)

ID	Name	Log_2_ Fold Change	*P-*value	CGD* Description
40027169	*HGT6*	−4.90	3.1 x 10^−20^	Putative high-affinity major facilitator superfamily (MFS) glucose transporter
40027170	*HGT8*	−3.29	5.5 x 10^−10^	High-affinity glucose transporter of the major facilitator superfamily
40029385	*LIP2*	−3.09	1.5 x 10^−6^	Secreted lipase, expressed in the alimentary tract, but not during oral infection
40027445	*FTR1*	−2.63	1.5 x 10^−6^	High-affinity iron permease, required for mouse virulence
40029696	-	−2.61	1.2 x 10^−3^	Protein of unknown function
40028877	*ZRT2*	−2.48	9.1 x 10^−6^	Zinc transporter, essential for zinc uptake
40027663	*CTR1*	−2.24	7.2 x 10^−5^	Ortholog(s) have copper/iron transmembrane transporter activity
40026070	*orf19.6983*	−2.21	8.5 x 10^−5^	Protein of unknown function, repressed by nitric oxide
40029380	*TYE7*	−2.20	1.7 x 10^−4^	Transcription factor, control of glycolysis, required for biofilm formation
40028922	*CDG1*	−2.04	5.2 x 10^−4^	Putative cysteine dioxygenases, role in conversion of cysteine to sulfite
40029539	*ADH1*	−2.03	5.2 x 10^−4^	Alcohol dehydrogenase
40026699	*PDC11*	−1.87	1.9 x 10^−3^	Pyruvate decarboxylase, antigenic fluconazole, farnesol induced
40026939	*HGT12*	−1.82	3.2 x 10^−3^	Glucose, fructose, mannose transporter, major facilitator superfamily
40029413	*JEN2*	−1.79	4.1 x 10^−3^	Dicarboxylic acid transporter, regulated by glucose repression
40027889	*YHB1*	−1.78	4.1 x 10^−3^	Nitric oxide dioxygenase, acts in nitric oxide scavenging/detoxification
40025324	*PMC1*	1.78	2.3 x 10^−5^	Vacuolar calcium P-type ATPase, mutants show increased resistance to fluconazole
40027146	*DUR3*	1.82	1.8 x 10^−5^	High-affinity spermidine transporter
40030172	*ERG2*	1.88	9.2 x 10^−6^	C-8 sterol isomerase, an enzyme important for ergosterol biosynthesis
40029187	*MDR1*	1.97	3.7 x 10^−6^	Plasma membrane MDR/MFS multidrug efflux pump
40026984	*orf19.3988*	1.98	5.8 x 10^−6^	Putative adhesin-like protein
40025409	*ERG1*	1.99	2.8 x 10^−6^	Squalene epoxidase, ergosterol biosynthesis
40030782	*ERG10*	2.04	5.9 x 10^−6^	Acetyl-CoA acetyltransferase, role in ergosterol biosynthesis
40025820	-	2.04	2.3 x 10^−6^	Protein of unknown function
40029256	*PIR1*	2.22	2.3 x 10^−7^	1,3-beta-glucan-linked cell wall protein, iron regulated
40029691	-	2.23	2.7 x 10^−7^	Protein of unknown function
40025314	*CDR1*	2.25	1.5 x 10^−7^	Multidrug transporter of ABC superfamily
40029715	*orf19.5169*	2.29	9.7 x 10^−7^	Has domain(s) with predicted amidase activity
40025414	-	2.34	6.6 x 10^−8^	Protein of unknown function
40027963	*INO1*	2.38	7.9 x 10^−8^	nositol-1-phosphate synthase/glycosylation predicted
40028953	*CAN1*	2.53	1.2 x 10^−8^	Basic amino acid permease
40028243	*ERG24*	2.60	2.2 x 10^−9^	C-14 sterol reductase has a role in ergosterol biosynthesis
40027842	*RCT1*	2.72	4.8 x 10^−10^	Fluconazole-induced protein, required for caspofungin tolerance
40029690	*RTA3*	3.02	1.4 x 10^−11^	Putative lipid translocase influences the susceptibility of *C. albicans* to fluconazole
40030199	*DDR48*	3.19	1.1 x 10^−12^	Immunogenic stress-associated protein

*Descriptions of the identified DEGs obtained from the *Candida* Genome Database (CGD) combined with a tBLASTx search.

**Figure 4.**
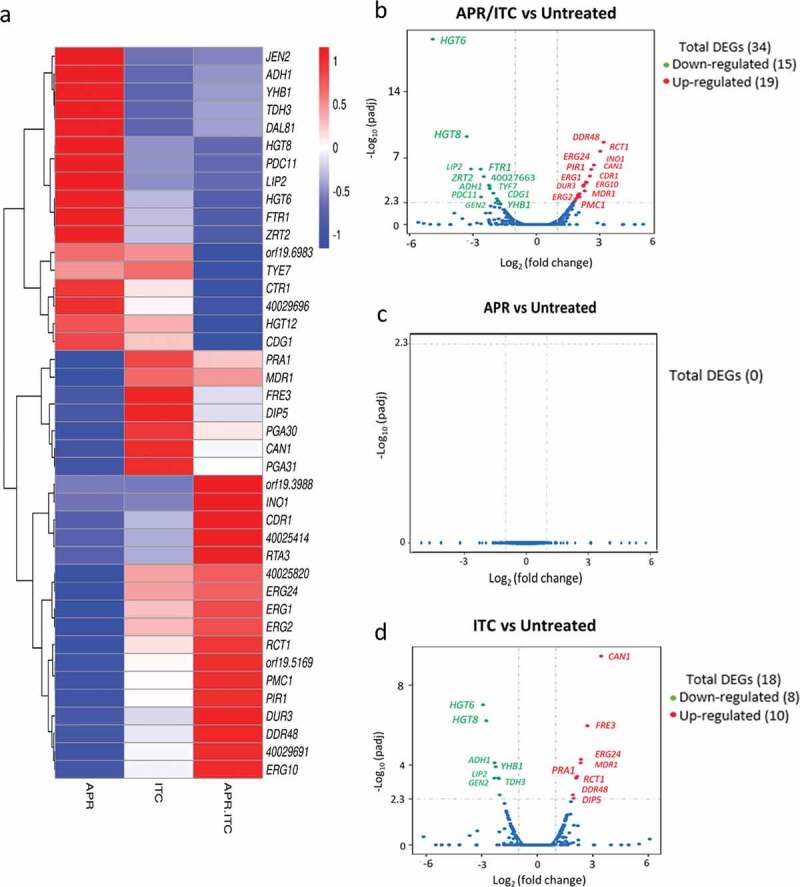
Transcriptional comparison of *C. auris* AR0390 treated with aprepitant (APR), itraconazole (ITC), or a combination of both versus the untreated control. (a) Heat map of FPKM values of DEGs of each treatment versus the untreated control, scaled by row. (b) Volcano blot of DEGs from *C. auris* AR0390 treated with aprepitant/itraconazole (APR/ITC) at 10/1 µg/ml. (c) Volcano blot of DEGs from *C. auris* AR0390 treated with aprepitant (APR) at 10 µg/ml. (d) Volcano blot of DEGs from *C. auris* AR0390 treated with itraconazole (ITC) at 1 µg/ml. Significant down-regulated DEGs are shown in green, whereas significant up-regulated DEGs are shown in red

With regards to single treatments with either aprepitant or itraconazole, no significant change in *C. auris’* transcriptome was observed in the aprepitant treated condition (Figure 4(c)). However, a total of 18 DEGs (10 upregulated + 8 downregulated) were detected in samples treated with itraconazole alone (Figure 4(d) and Table 3). 

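Between the aprepitant and untreated libraries, the median absolute log2 ratio was 0.11, against 0.22 for itraconazole and 0.25 for both drugs. There were 22 genes past 2-fold, 10 higher and 12 lower, and only 5 of the genes with at least 100 counts in at least 1 library were past that limit. With no filter on low counts, 48 genes were past it. At a BCV of 0.1, the exact test called 4 genes, namely HGT6 (log2 ratio -1.24, 95% interval -1.28 to -1.20), TYE7 (log2 ratio -1.24, 95% interval -1.40 to -1.09), gene 40025999 (log2 ratio -1.19, 95% interval -1.29 to -1.10) and gene 40028444 (log2 ratio 1.22, 95% interval 1.16 to 1.28). At an assumed BCV of 0.2, 0.3 or 0.4, the exact test called 0 genes. Outside Tables 2 and 3, and among genes with at least 100 counts in either library, the largest falls after gene 40025999 and the largest rises after gene 40028444 were those of gene 40027280 (log2 ratio -1.10) and gene 40027231 (log2 ratio 0.90).

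**Figure D2:**
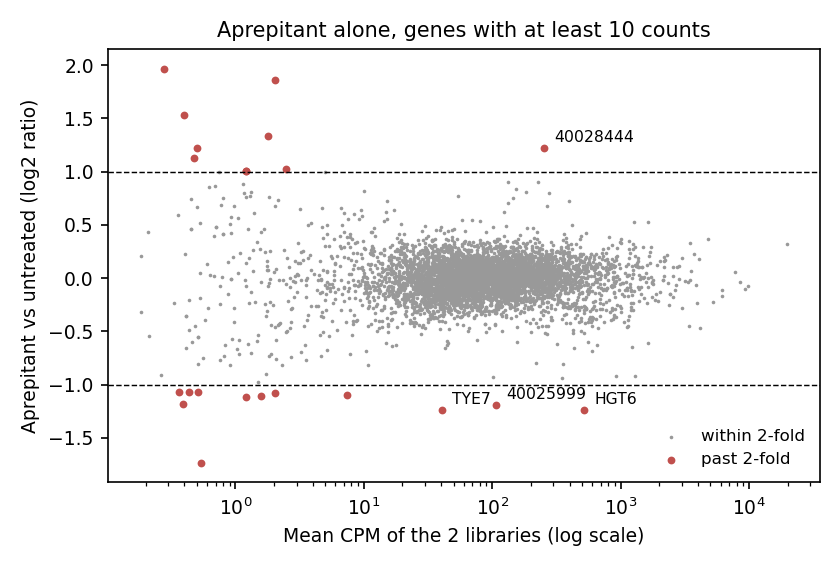
Log2 ratio of the aprepitant library to the untreated library against the mean CPM of these libraries (log scale), with 1 point for each of the 5454 genes and dashed lines at 2-fold. The 22 genes past 2-fold are in red, and the 4 genes called at a BCV of 0.1 are named.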

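Between the itraconazole and untreated libraries, 175 genes were past 2-fold, with 82 higher and 93 lower. With upper-quartile scaling there were 191 genes, 72 higher and 119 lower. At a BCV of 0.1, 148 genes were called, 63 upregulated and 85 downregulated. At 0.2 the calls were 18 genes, 10 upregulated and 8 downregulated, and all 18 were the genes of Table 3. At 0.3 only 1 gene was called and at 0.4 there were 0. The largest rise was that of CAN1 (gene 40028953), from 10.4 to 114 CPM, a log2 ratio of 3.45 (95% interval 3.26 to 3.68). The largest fall was that of HGT6, with a log2 ratio of -2.91 (95% interval -2.98 to -2.85). Outside Tables 2 and 3, and among genes with at least 100 counts in either library, genes 40026400 (log2 ratio -1.63) and 40029800 (log2 ratio -1.58) fell most, and genes 40030794 (log2 ratio 1.65) and 40030770 (log2 ratio 1.59) rose most.
In the additive model, edgeR's quasi-likelihood test called 121 genes for itraconazole, 75 higher and 46 lower, and DESeq2 called 107. Without a term for aprepitant, 75 genes were called. With 1 library also left out, so that the lone library was assumed to vary like the others, the calls were 0 without the untreated library, 0 without the aprepitant library, 151 without the itraconazole library and 114 without the aprepitant/itraconazole library. At an unadjusted P-value under 0.05, the fits with 0 calls had 1394 and 1709 genes.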

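In the itraconazole library, the log2 ratio to the untreated library was 1.96 for DIP5 (95% interval 1.65 to 2.33), 2.16 for DDR48 (95% interval 2.06 to 2.28), 2.35 for PGA31 (95% interval 2.17 to 2.55), 2.37 for ERG24 (95% interval 2.33 to 2.41) and 2.72 for FRE3 (95% interval 2.60 to 2.85). DIP5 (gene 40026925) rested on the fewest counts, 88 in the untreated library and 407 in the itraconazole library. In the aprepitant/itraconazole library, FRE3 (gene 40025718) was at 97.2 CPM, compared with 198 CPM with itraconazole and 30.0 CPM in the untreated library. PGA31 (gene 40030120) was at 43.1 CPM with both drugs and 71.3 CPM with itraconazole, and CAN1 at 60.9 CPM with both drugs. The log2 ratio of the aprepitant/itraconazole library to the itraconazole library was -1.03 for FRE3 (95% interval -1.11 to -0.95), -1.03 for DIP5 (95% interval -1.31 to -0.77), -0.73 for PGA31 and -0.91 for CAN1, and was above 0 for DDR48 (1.04) and ERG24 (0.25).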

Among the upregulated genes in the itraconazole treated condition were amino acid permeases (*DIP5* and *CAN1*), stress-associated genes (*DDR48* and *PGA31*), ergosterol biosynthesis (*ERG24*), and a redox related gene, ferric reductase (*FRE3*).

**Table 3.** List of differentially expressed genes (DEGs) for *C. auris* AR0390 treated with itraconazole (1 µg/ml)

ID	Name	Log_2_ Fold Change	*P-*value	CGD* Description
40027169	*HGT6*	−2.9273	9.6 x 10^−8^	Putative MFS glucose transporter
40027170	*HGT8*	−2.7557	6.1 x 10^−7^	High-affinity glucose transporter of the major facilitator superfamily
40029385	*LIP2*	−2.3233	4.5 x 10^−4^	Secreted lipase
40029539	*ADH1*	−2.3056	7.7 x 10^−5^	Alcohol dehydrogenase
40027889	*YHB1*	−2.245	1.2 x 10^−4^	Nitric oxide dioxygenase
40029413	*JEN2*	−2.1117	4.4 x 10^−4^	Dicarboxylic acid transporter
40028527	*TDH3*	−2.0678	4.8 x 10^−4^	NAD-linked glyceraldehyde-3-phosphate dehydrogenase
40030546	*DAL81*	−2.0262	3.7 x 10^−4^	RNA polymerase II repressing transcription factor binding activity
40025268	*PGA30*	1.9233	3.1 x 10^−4^	Predicted GPI-anchored protein
40026925	*DIP5*	1.9692	4.7 x 10^−4^	Dicarboxylic amino acid permease
40028209	*PRA1*	2.0941	4.5 x 10^−4^	Cell surface protein that sequesters zinc from host tissue
40027842	*RCT1*	2.1026	4.5 x 10^−4^	Fluconazole-induced protein, required for caspofungin tolerance
40029187	*MDR1*	2.1045	4.4 x 10^−4^	Plasma membrane MDR/MFS multidrug efflux pump
40030199	*DDR48*	2.1539	3.7 x 10^−4^	Stress-associated protein, induced by benomyl/caspofungin/ketoconazole
40030120	*PGA31*	2.3457	7.7 x 10^−5^	Protein associated with cellular response to chemical stimulus
40028243	*ERG24*	2.3585	5.2 x 10^−5^	C-14 sterol reductase has a role in ergosterol biosynthesis
40025718	*FRE3*	2.7106	1.09 x 10^−6^	Protein with similarity to ferric reductase Fre10p
40028953	*CAN1*	3.4505	3.5 x 10^−10^	Basic amino acid permease

* Descriptions of the identified DEGs obtained from the *Candida* Genome Database (CGD) combined with a tBLASTx search.

In order to obtain an overall insight into the impact of aprepitant/itraconazole on the *C. auris* transcriptome, we performed a Gene Ontology (GO) analysis of the identified DEGs. Twenty-six GO terms were significantly overrepresented (enriched) in the aprepitant/itraconazole treated condition. However, no significant overrepresented GO terms were found in the itraconazole treated condition. 

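Table 3, the list of itraconazole genes, shares 11 genes with Table 2. Of the 7 genes behind the downregulated terms of Supplementary Table S5, 3 are in Table 3 (HGT6, HGT8 and JEN2), whereas 6 were more than 2-fold lower in the itraconazole library than in the untreated library. Of the 7 genes behind the term of Supplementary Table S4, 3 are in Table 3 (ERG24, CAN1 and MDR1), and 6 were more than 2-fold higher in the itraconazole library. The enrichment analysis was not rerun here, since no GO annotation of these genes was used.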

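Supplementary Table S4 lists 7 genes for the upregulated term, namely CDR1, ERG1, DUR3, ERG24, CAN1, MDR1 and RTA3. Their log2 ratios between the aprepitant/itraconazole and untreated libraries ranged from 1.83 (DUR3) to 3.03 (RTA3), with a median of 2.27. With itraconazole alone they ranged from 0.82 (CDR1) to 3.45 (CAN1), with a median of 1.61, and with aprepitant alone from -0.93 (MDR1) to 0.43 (DUR3), with a median of -0.38. Only CDR1 and RTA3 were more than 2-fold higher with both drugs than with itraconazole alone.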

Among the enriched GO terms, only one GO term related to membrane components was upregulated in the aprepitant/itraconazole sample (Figure 5(a) and Supplementary Table S4). However, a total of 25 GO terms were found to be downregulated in the aprepitant/itraconazole treated sample (Figure 5(b) and Supplementary Table S5). 

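The 25 terms of Supplementary Table S5 rest on 7 genes, namely HGT12, HGT6, HGT8, FTR1, CTR1, ZRT2 and JEN2, and 9 terms include all of them. The median log2 ratio of these genes to the untreated library was -2.47 with both drugs, -1.66 with itraconazole and -0.46 with aprepitant. JEN2 (gene 40029413) had the smallest fall with both drugs, from 155 to 45.0 CPM, a log2 ratio of -1.78 (95% interval -1.90 to -1.68). It was at 36.2 CPM with itraconazole and, unlike the other genes of this set, rose with aprepitant, to 215 CPM. Compared with itraconazole alone, 3 of the genes (HGT6, HGT12 and CTR1) were more than 2-fold lower with both drugs.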

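Of the 25 downregulated terms, 13 rest only on FTR1, CTR1 and ZRT2, with 9 listing these 3 genes and 4 listing FTR1 and CTR1. The 11 terms with ion or cation in their names are among these 13. With both drugs compared with itraconazole alone, the log2 ratio was -0.96 for FTR1 (95% interval -1.08 to -0.84), -0.96 for ZRT2 (95% interval -1.16 to -0.78) and -1.12 for CTR1 (95% interval -1.21 to -1.04).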

Notably, 18 downregulated GO terms were found to be associated with membrane transport processes, of which 11 GO terms were involved in metal ions and cation transport, indicating the negative impact that aprepitant/itraconazole combination has on the ions homeostasis in *C. auris*. Of note, since all genes that demonstrated differential expression in response to aprepitant/itraconazole treatments have orthologs in other *Candida* species, we expect this combination would have a similar mechanism of action in all susceptible species.

**Figure 5.**
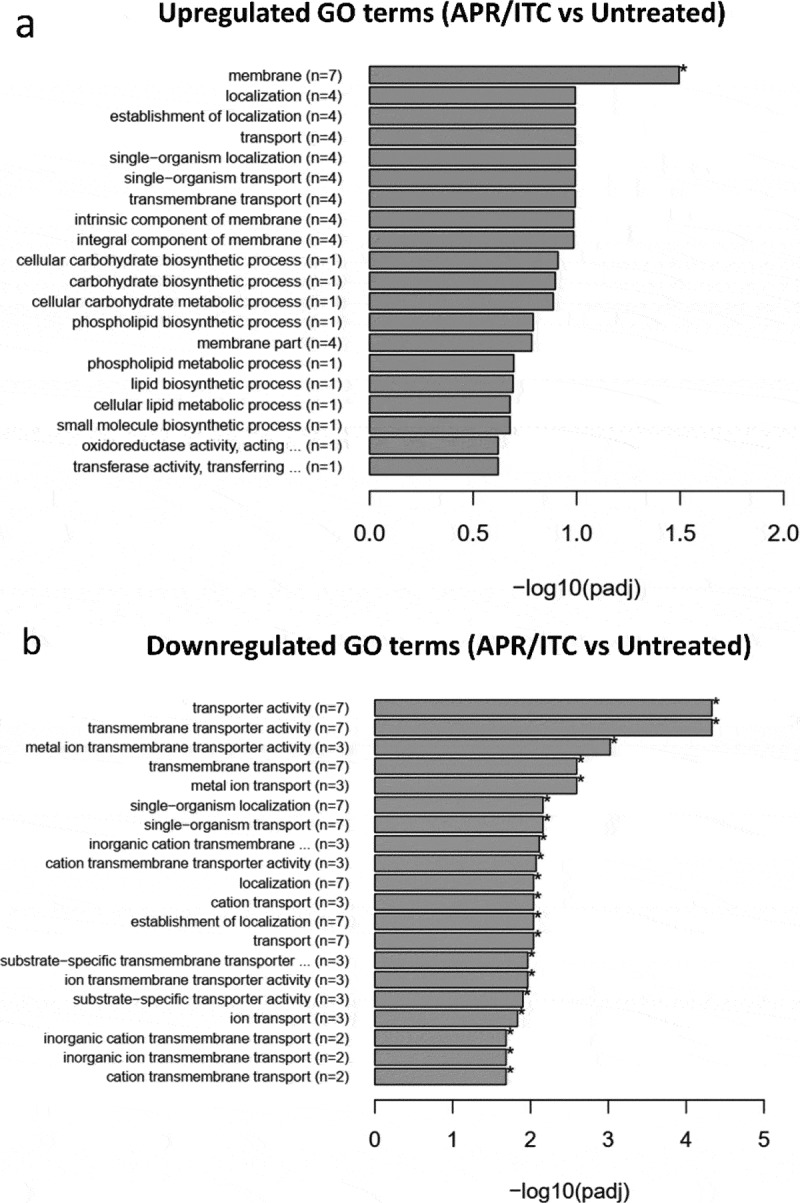
**Enrichment analysis of all GO (gene ontology) terms of DEGs identified from the aprepitant/itraconazole combination (APR/ITC) versus the untreated control**. GO analysis of DEGs was implemented by the ClusterProfiler R package and a *P*-value ≤ 0.05 was used as the cutoff parameter. Panel (a) displays up-regulated GO terms and panel (b) displays down-regulated DEGs

### Validation of RNA-Seq data

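The genes ERG1, ERG2, ERG10, FTR1, ZRT2 and CTR1 are all in Table 2 and not in Table 3. In the itraconazole library, the log2 ratio to the untreated library was 1.61 for ERG1 (95% interval 1.58 to 1.64), 1.55 for ERG2 (95% interval 1.51 to 1.59) and 1.31 for ERG10 (95% interval 1.00 to 1.66). For the metal transporters it was -1.66 for FTR1 (95% interval -1.74 to -1.59), -1.51 for ZRT2 (95% interval -1.63 to -1.39) and -1.11 for CTR1 (95% interval -1.17 to -1.06). Thus 6 of these 6 genes were past 2-fold with itraconazole alone, in the direction of the combination. At a BCV of 0.1 the exact test called 6 of them between the itraconazole and untreated libraries, and at 0.2 it called 0. In the aprepitant library the log2 ratio was -0.39 for ERG1, -0.30 for ERG2, 0.19 for ERG10, -0.46 for FTR1, -0.34 for ZRT2 and -0.62 for CTR1. ERG10 here is gene 40030782, as in Table 2. The RefSeq gene table gives this name to gene 40028949, with a log2 ratio of 1.53 with itraconazole and 1.74 with both drugs, and which of these genes the RT-qPCR primers match was not determined here.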

Based on the RNA-Seq data, we selected six DEGs (three downregulated and three upregulated) exhibiting a broad range of differential expression for validation by RT-qPCR. Of note, three genes selected for analysis are involved in ergosterol biosynthesis and three genes are involved in metal ion homeostasis. Consistent with the RNA-Seq data, the qPCR analysis showed significant differential expression of the tested genes and confirmed the significant overexpression of ergosterol biosynthesis-related genes (*ERG1, ERG2, ERG10*) and the significant downregulation of metal transport-related genes (*FTR1, ZRT2*, and *CTR1*) only in the cells treated with the aprepitant/itraconazole combination (Figure 6).

**Figure 6.**
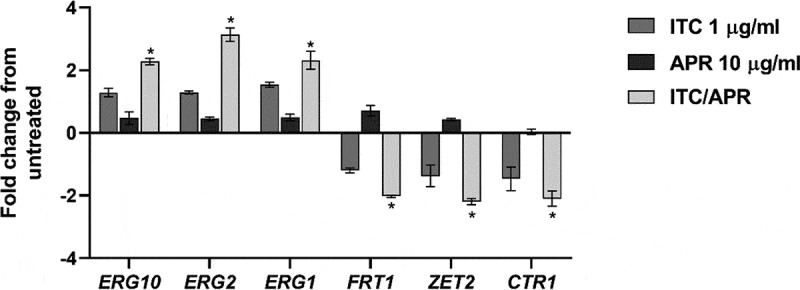
**Quantification of *C. auris* selected genes that were differentially expressed only in the aprepitant/itraconazole combination (APR/ITC)**. Log phase *C. auris* AR0390 cells were exposed to APR (10 µg/ml), ITC (1 µg/ml), or a combination of both drugs for three hours. Following treatment, cells were harvested, lysed, and RNA was extracted. Gene expression was determined by quantitative RT-PCR using *ACT1* as a housekeeping gene and the untreated sample as a reference control. An absolute two-fold change relative to the untreated control was set as a statistical cutoff value. The result is presented as mean ± SD

### Effect of aprepitant on ROS production

Since metal ion homeostasis is critical for multiple biological processes, including redox regulatory mechanisms, we were curious to examine the effect of the aprepitant/itraconazole combination on the ability of *C. auris* to detoxify reactive oxygen species (ROS). As presented in Figure 7, aprepitant (at 10 µg/ml) significantly increased the intracellular ROS levels by ~ 300% relative to the untreated control, while itraconazole treatment (at 1 µg/ml) significantly increased the ROS levels by 270% relative to the untreated control. On the other hand, the aprepitant/itraconazole combination resulted in a more prominent effect by increasing the ROS production by ~ 600% relative to the untreated control. Interestingly, when the assay medium was supplemented with iron, we noticed that *C. auris* cells generated significantly lower levels of ROS as compared to iron-deficient media (Figure 7). This result indicates that both aprepitant and the aprepitant/itraconazole combination can interfere significantly with ROS detoxification in *C. auris*, apparently through the interference with metal ion transport.

**Figure 7.**
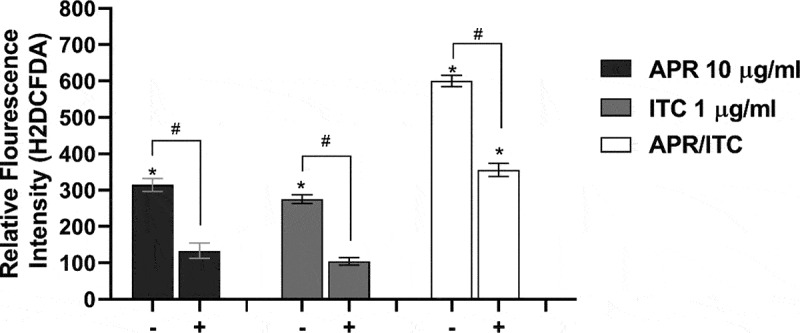
**Effect of aprepitant/itraconazole on the ROS levels in the presence (+) or absence (-) of iron**. Carboxy-H2DCFDA probe was used to analyze ROS levels within *C. auris* AR0390 in the presence (+) or absence of iron source (FeSO4 50 µM). PBS suspensions of *C. auris* cells, at 1× 10^6^ CFU/ml, were treated with either aprepitant (APR, 10 µg/ml), itraconazole (ITC, 1 µg/ml), or a combination of both for 3 h, and then were treated with H2DCFDA for 1 h, before measuring the fluorescence intensity as an indication of ROS levels. Data are shown as means ± SD. An asterisk (*) indicates statistical significance (*P* < 0.05) between treated and untreated groups (*P* < 0.05), whereas #, indicates statistical significance (*P* < 0.05) between treatment groups in the presence or absence of iron. Statistical significance was assessed by one-way ANOVA using Dunnett’s test for multiple comparisons

### Effect of metal ion supplementation on the synergistic relationship between aprepitant and itraconazole

Based on the data obtained from the transcriptomic analysis, several genes involved in metal ion transport were found to be downregulated in cells treated with the aprepitant/itraconazole combination. Thus, it was rational to investigate whether supplementation with exogenous metal ions would reverse the synergistic interaction observed between aprepitant and itraconazole. As shown in Figure 8(a), iron supplementation interfered significantly with the synergistic relationship of aprepitant and itraconazole, as demonstrated by a time-kill assay. Ferrous sulfate (at 50 µM) completely negated the fungicidal activity of the aprepitant/itraconazole combination against the test isolate (*C. auris* AR0390). This effect was further demonstrated by a spotting assay where iron supplementation restored the visible growth of *C. auris* colonies on YPD agar and eliminated the fungicidal effect of the aprepitant/itraconazole combination (Figure 8(b)). It should be noted that copper supplementation did not affect the antifungal activity of aprepitant/itraconazole (data not shown). Also, it was not possible to examine the effect of zinc supplementation on the relationship between aprepitant and itraconazole, as we noticed an immediate precipitation reaction when zinc sulfate was mixed with aprepitant. However, these results indicate that interference with iron homeostasis is a key mechanism that contributes to the synergistic relationship observed between aprepitant and itraconazole against *C. auris*.

**Figure 8.**
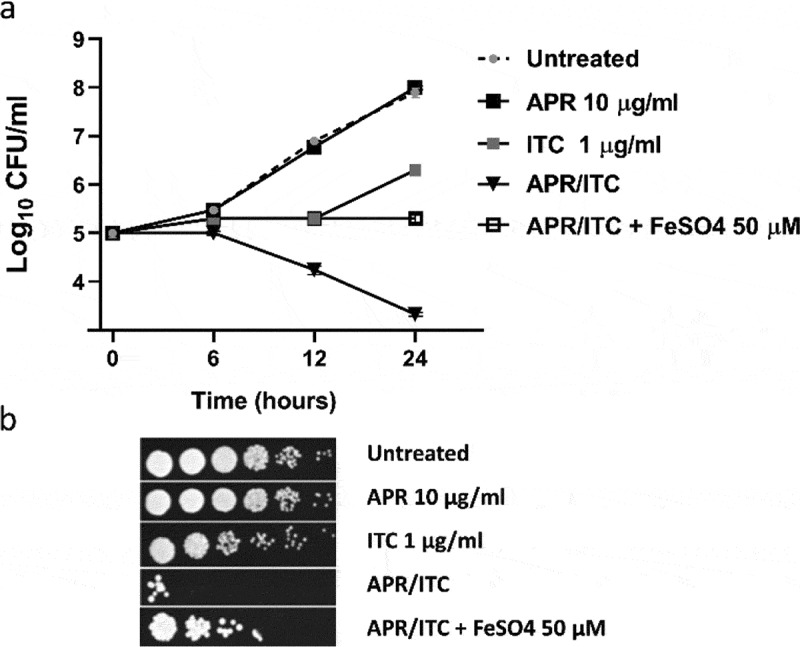
Effect of iron supplementation on the antifungal activity of aprepitant/itraconazole (APR/ITC). (a) Effect of iron supplement (FeSO_4_, at 50 µM) on the time-kill kinetics of aprepitant (10 µg/ml), itraconazole (1 µg/ml), or a combination of both drugs against *C. auris* AR0390. (b) Spot assays demonstrated the ability of iron supplementation to reverse the antifungal effect exerted by the aprepitant/itraconazole combination (10/1 µg/ml)

### Efficacy of aprepitant/itraconazole in a Caenorhabditis elegans model of C. auris infection

To further corroborate the *in vitro* synergistic relationship observed between aprepitant and itraconazole, we tested the *in vivo* efficacy of aprepitant/itraconazole using *C. elegans* as an infection model. As shown in Figure 9(a), treatment with aprepitant alone at 10 µg/ml failed to reduce the fungal CFU burden in *C. elegans* nematodes infected with *C. auris* AR0390. However, itraconazole at 1 µg/ml (1 × MIC) was able to significantly reduce the fungal CFU burden by ~42 ± 3.6%, compared to the untreated control. Interestingly, the aprepitant/itraconazole combination was able to significantly reduce the *C. auris* CFU burden in the infected nematodes by ~92 ± 2.4%, compared to the untreated control.

**Figure 9.**
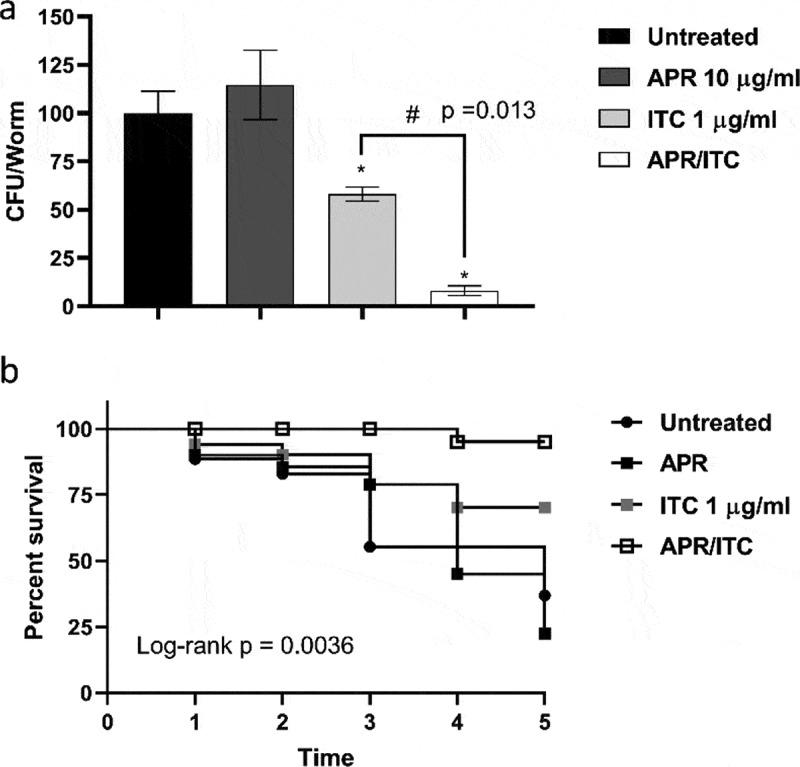
***In vivo* efficacy of aprepitant/itraconazole in *Caenorhabditis elegans* infected with *C. auris***. *C. elegans* nematodes were infected with 1 × 10^7^ CFU *C. auris* AR0390 and then treated with aprepitant (APR), at 10 µg/ml, and itraconazole (ITC), at 1 µg/ml, either alone or in combination. Untreated worms served as a negative control. (a) *C. auris* AR0390 CFU burden/worm 24 h post-treatment. An asterisk (*) indicates statistical significance (*P* < 0.05) relative to the untreated control, while # indicates statistical significance (*P* < 0.05) compared to the ITC treatment. Statistical significance was assessed by one-way ANOVA using Dunnett’s test for multiple comparisons. (b) Kaplan-Meier survival curve, assessed by log-rank test for significance, of *C. elegans* nematodes infected by *C. auris* AR0390 and treated with APR (10 µg/ml), ITC (1 µg/ml), or a combination of both agents

Next, we assessed the effect of aprepitant/itraconazole on the survival of infected nematodes. As shown in Figure 9(b), only 20% of the untreated *C. elegans* nematodes survived *C. auris* infection for five days post-infection. As expected, aprepitant at 10 µg/ml did not improve the survival of infected nematodes with respect to the untreated control. However, itraconazole at 1 µg/ml (1 × MIC) enhanced the survival of the infected worms by ~ 40% (*P* < 0.05), compared to only 20% in the untreated group. On the other hand, the aprepitant/itraconazole combination significantly enhanced the survival of the infected nematodes as ~ 90% (*P* < 0.05) of *C. elegans* remained alive for five days. Altogether, these findings indicate that aprepitant/itraconazole has a potent *in vivo* efficacy of treating *C. auris* infection of *C. elegans* and warrants further investigation in higher animal models.

## Discussion

Drug repurposing is a valuable tool to identify novel antimicrobial agents and co-drugs capable of enhancing the activity of existing antimicrobials [27,43–46]. The risk posed by the recently identified fungal pathogen *C. auris* has prompted CDC to classify *C. auris* as an urgent threat that requires immediate action [3]. A hallmark trait of *C. auris* is its ability to resist multiple antifungal therapeutics, especially azoles. Here, we utilized a whole-cell screening assay to evaluate the azole chemosensitizing activity of ~1547 FDA-approved drugs and clinical molecules against the multidrug-resistant *C. auris* isolate AR0390. The screening data (unpublished) revealed aprepitant, an NK1 antagonist used for the treatment of chemotherapy-associated emesis, was able to restore the antifungal activity of fluconazole against the test isolate. This observation encouraged the exploration of the azole chemosensitizing activity of aprepitant against a panel of ten *C. auris* isolates, in addition to several clinically important *Candida* species. Checkerboard data indicate that aprepitant enhances the antifungal activity of azole drugs against various *Candida* species. More specifically, aprepitant interacted synergistically with itraconazole against the majority of *Candida* isolates tested. Additionally, combining aprepitant with itraconazole changed the fungistatic nature of itraconazole and produced a prominent fungicidal effect against *C. auris* AR0390 as demonstrated by the time-kill study. From a clinical point of view, this observation is of interest since fungicidal therapeutics are expected to improve the clinical outcome of invasive *Candida* infections, especially in patients with compromised immune systems [47,48].

A well-documented virulence factor of *Candida* species is the notable ability to form adherent structures, known as biofilms, on surfaces of medical devices [49–51]. Given the potent synergistic interaction and the fungicidal effect displayed by the aprepitant/itraconazole combination against planktonic *C. auris* cells, it was of interest to examine whether a similar effect could exist against the difficult-to-treat fungal biofilms. While neither aprepitant nor itraconazole alone was able to interfere with the biofilm-forming ability of *C. auris*, the aprepitant/itraconazole combination was effective at reducing the metabolic activity of fungal cells residing within premature and mature biofilms. These observations may be of clinical importance since biofilms are known to hinder the penetration of antifungal drugs and host immune effectors and also trigger the formation of *Candida* persister cells, leading to poor clinical outcomes [52,53].

To gain insight into the molecular mechanism by which aprepitant interacts synergistically with azole drugs against *C. auris*, we performed comparative transcriptomic profiling of *C. auris* cells treated with DMSO (1%), aprepitant (10 µg/ml), itraconazole (1 µg/ml), or the aprepitant/itraconazole combination (10/1 µg/ml). Our data indicate that aprepitant, at the tested concentration, has no significant effect on *C. auris’* transcriptome. However, a total of 18 and 34 genes displayed significant changes in expression in groups treated with itraconazole and aprepitant/itraconazole respectively, compared to the untreated control. 

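With both aprepitant-treated libraries set against both libraries without it, edgeR's quasi-likelihood test in the additive model called 3 genes for aprepitant. These were HGT6 (log2 fold change -1.58, adjusted P-value 1.32e-03 from edgeR), TYE7 (log2 fold change -1.14, adjusted P-value 1.32e-03 from edgeR) and gene 40028444 (log2 fold change 1.13, adjusted P-value 1.03e-03 from edgeR). Without the 2-fold limit, 48 genes had an adjusted P-value under 0.05 in edgeR. This count was 48 in DESeq2, 37 with no filter on low counts, 230 with DESeq2's size factors in edgeR, 0 without a term for itraconazole and 0 with any 1 library also left out. DESeq2 called 5 genes at the threshold of the methods. With DESeq2's size factors in edgeR, 13 genes were called, 7 higher and 6 lower. A fit without a term for itraconazole places that drug's effect in the residual, so that a fall in aprepitant calls is built in. It called 0 genes in edgeR, and 52 had an unadjusted P-value under 0.05. The same held with any 1 of the 4 libraries also left out, where edgeR called 0 genes and from 15 to 116 had an unadjusted P-value under 0.05.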

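Across the 5454 genes, which are not independent replicates, the log2 ratios to the untreated library with itraconazole and with both drugs had a Pearson r of 0.842. Since both are ratios to the same untreated library, unchanged libraries also give a positive r, which in 100 simulations with a BCV of 0.0756 was on average 0.505 and at most 0.558. Of the genes past 2-fold, 112 were so both with itraconazole and with both drugs, and 111 of these changed in the same direction. At a BCV of 0.1, 96 genes were called in both comparisons, all 96 in the same direction.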

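Of the 34 genes of Table 2, 11 are also in Table 3 and 23 are not. Of these 23 genes, 17 were past 2-fold in the same direction with itraconazole alone, and this number was 17 under each scaling and prior count tried. The genes of Table 2 not past 2-fold with itraconazole were CDR1, INO1, HGT12, CDG1, orf19.3988 and orf19.6983. The aprepitant/itraconazole library itself differed from the itraconazole library by more than 2-fold at 67 genes, 24 higher and 43 lower. The paper chose Table 2 genes by their change with both drugs, so that an excess over itraconazole is partly built in. The genes found only in Table 3 were chosen on itraconazole, and all of them changed less with both drugs. FRE3, for example, had a log2 ratio of 2.72 with itraconazole and 1.69 with both drugs. Of the genes of Table 2, 29 changed further with both drugs than with itraconazole alone, and 13 did so by more than 2-fold. Of these 13 genes, 6 were higher (INO1, RTA3, CDR1, orf19.3988, DDR48 and gene 40025414) and 7 lower (HGT6, HGT12, orf19.6983, CDG1, CTR1, TYE7 and gene 40029696). With a prior count of 10 in place of 2, 11 genes passed this limit. INO1 (gene 40027963) had the largest such rise, from 14.4 CPM with itraconazole to 51.3 CPM with both drugs, a log2 ratio of 1.82 (95% interval 1.65 to 2.01). Outside Tables 2 and 3, and among genes with at least 100 counts in either library, the largest rises over itraconazole alone were those of gene 40025981 (log2 ratio 2.91, from 18 to 123 counts) and gene 40026886 (log2 ratio 2.25, from 55 to 222 counts). The largest falls were those of gene 40030052 (log2 ratio -1.61) and gene 40026940 (log2 ratio -1.46).

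**Figure D3:**
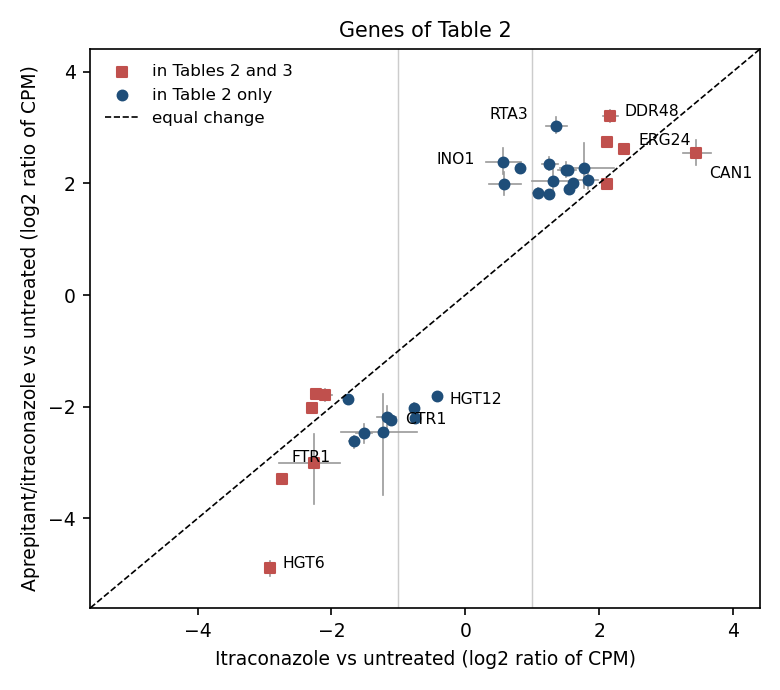
Log2 ratio to the untreated library with itraconazole (horizontal axis) and with aprepitant/itraconazole (vertical axis) for the 34 genes of Table 2, with gray bars for the 95% counting intervals, squares for the 11 genes also in Table 3 and circles for the 23 others. Gray vertical lines mark 2-fold with itraconazole, and 29 genes lie farther from 0 on the vertical axis than the dashed line of equal change. The genes were chosen for their change with both drugs, which partly builds in this excess. Genes found only in Table 3 are not plotted.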

We focused our attention on the differentially expressed genes that were found to be specific to the aprepitant/itraconazole treated group. 

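Of a list of 35 metal transport symbols fixed beforehand, 14 could be paired with a gene identifier through Tables 2 and 3 or the RefSeq gene table. With both drugs, the median log2 ratio of these 14 genes to the untreated library was 0.07, at percentile 74.8 of 10000 random lists matched on mean expression, with 7 genes higher and 7 lower. Past 2-fold were 5 genes, namely FTR1, ZRT2 and CTR1, which fell, and FRE3 and FRP1 (gene 40029677, log2 ratio 1.06), which rose. The paper describes FTR1, ZRT2 and CTR1 as transporters and FRE3 as a ferric reductase. The list thus mixes roles, and its median does not measure metal uptake alone. Without the 4 genes of Tables 2 and 3, which the paper chose from the same libraries, the median of the other 10 genes was 0.37, at percentile 99.5. With itraconazole the median of the 14 genes was -0.03 (percentile 34.8), with aprepitant -0.01 (percentile 50.7), and for both drugs against itraconazole alone -0.09 (percentile 4.53). Without the 4 genes these medians were 0.15 (percentile 90.5), 0.02 (percentile 71.2) and -0.03 (percentile 35.6).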

We noticed that several genes involved in metal ions transport were significantly downregulated in cells treated with aprepitant/itraconazole, relative to the untreated control. This observation suggests the aprepitant/itraconazole combination can interfere with metal ion homeostasis in *C. auris*. 

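In the additive model, the aprepitant term for the metal transporters was a log2 fold change of -0.69 for FTR1 (adjusted P-value 2.05e-02 from edgeR), -0.61 for ZRT2 (adjusted P-value 6.23e-02 from edgeR) and -0.87 for CTR1 (adjusted P-value 9.19e-03 from edgeR). For each gene this term lay between the aprepitant log2 ratios without and with itraconazole. These were -0.46 and -0.96 for FTR1, -0.34 and -0.96 for ZRT2, and -0.62 and -1.12 for CTR1. The aprepitant P-values rest on 1 residual degree of freedom per gene and on the additive form of the model. Without a term for itraconazole 0 genes had an adjusted P-value under 0.05 for aprepitant in edgeR. That fit places the itraconazole effect in the residual, so that its 0 does not test these P-values. The itraconazole term was -1.91 for FTR1 (adjusted P-value 4.68e-06 from edgeR), -1.80 for ZRT2 (adjusted P-value 1.06e-05 from edgeR) and -1.36 for CTR1 (adjusted P-value 3.67e-05 from edgeR). From the lower expression of these transporter genes with both drugs, the paper proposes that the combination can interfere with metal ion homeostasis.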

Since metal ions are key components of several essential genes, it is expected that disturbances in metal ion homeostasis would compromise multiple vital biological processes. One striking example is the critical role of metal ions, particularly iron, in the activity of many enzymes involved in the detoxification of reactive oxygen species (ROS) [54–56]. Thus, we sought to examine the effect of aprepitant/itraconazole on the ROS detoxification ability of *C. auris*. Interestingly, aprepitant by itself compromised the ROS detoxification ability of *C. auris*, resulting in elevated ROS levels (eight-times higher compared to the untreated control). This effect was even more pronounced with the aprepitant/itraconazole combination which generated ~ 15-times more ROS levels, compared to the untreated control. These increases in ROS levels could explain the observed fungicidal activity against planktonic and biofilms of *C. auris* as previously demonstrated in other studies [57–59]. Further supporting the critical role of iron homeostasis in controlling the intracellular ROS levels, we noticed that in iron supplemented media, *C. auris* cells treated with aprepitant/itraconazole produced significantly lower ROS levels, compared to iron-depleted media. Interestingly, similar observations have been recorded in plant and mammalian cells whereas high ROS levels were produced in iron depleting conditions [60,61], indicating that iron homeostasis has a conservative protective role against the ROS formation.

In *Saccharomyces cerevisiae*, iron homeostasis is known to be an important regulator of ergosterol biosynthesis [62]. In iron depleting conditions, yeast cells were reported to express higher mRNA levels of several *ERG* genes such as *ERG1, ERG7*, and *ERG11* [62]. 

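Of a list of 28 ergosterol symbols fixed beforehand, 24 genes could be paired with an identifier through Tables 2 and 3 or the RefSeq gene table. Their median log2 ratio to the untreated library was 1.06 with both drugs and 0.94 with itraconazole, each above the medians of all 10000 random lists matched on mean expression. With both drugs 22 of the 24 genes were higher, 15 of them past 2-fold, and with itraconazole 11 were past 2-fold. Without the 4 genes of Tables 2 and 3, which the paper chose from the same libraries, the median of the other 20 genes was 1.03 with both drugs and 0.87 with itraconazole, again above all random lists. With aprepitant the median of the 24 genes was -0.21, below all random lists, and 4 genes were higher. For both drugs against itraconazole alone it was 0.17, at percentile 99.9, with 19 genes higher and 0 past 2-fold. Without the 4 genes these medians were -0.18 (percentile 0.01) and 0.15 (percentile 99.4). Genes of a pathway can move together with a difference between single cultures, a spread that the random lists do not carry. For these small shifts the percentiles thus cannot tell aprepitant from such a difference.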

Consistent with this phenomenon, we noticed that several genes involved in ergosterol biosynthesis were significantly upregulated such as *ERG1, ERG2*, and *ERG10*. Our data also shows increased mRNA levels of *ERG11*, however, this upregulation didn’t meet our strict criteria for statistical significance. This upregulation of ERG genes could be viewed as a compensatory mechanism by which *C. auris* cells try to adapt to the reduced ergosterol content. Indeed, previous studies have shown that ergosterol depletion causes the upregulation of several genes involved in ergosterol biosynthesis [63,64].

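ERG11 (gene 40026303, named in the RefSeq gene table) was at 983 CPM in the untreated library, 755 CPM with aprepitant, 2043 CPM with itraconazole and 2342 CPM with both drugs. The log2 ratio to the untreated library was 1.25 with both drugs (95% interval 1.23 to 1.28), 1.05 with itraconazole (95% interval 1.03 to 1.08) and -0.38 with aprepitant (95% interval -0.41 to -0.35). It was thus past 2-fold with both drugs, and only just past it with itraconazole alone. Upper-quartile scaling lowered the itraconazole ratios by more than that margin, as from 2.37 to 2.29 for ERG24. With both drugs, edgeR's exact test, which compares the libraries and not the conditions, gave a Benjamini-Hochberg adjusted P-value of 1.43e-07 at a BCV of 0.1 and of 1.45e-01 at 0.2.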

Notably, iron homeostasis has been regarded as a potential target for other azole chemosensitizing agents such as doxycycline and lactoferrin [65,66]. Disturbance in iron transport was reported to affect the membrane permeability and enhance the activity of drugs that target cell membrane biosynthetic pathways such as azoles [67]. Additionally, iron depletion is thought to suppress the calcineurin pathway, leading to impairment of drug-induced stress responses in *Candida* [68]. Thus, we were interested to examine whether iron supplementation would weaken the synergistic interaction observed between aprepitant and itraconazole against *Candida*. Indeed, iron supplementation negated the fungicidal activity of aprepitant/itraconazole as shown in our time-kill kinetics. However, even in the presence of iron, the aprepitant/itraconazole combination was still able to exert a noticeable fungistatic activity against *C. auris*. This suggests that other additional mechanisms may contribute to the synergistic relationship between aprepitant and itraconazole. Of note, in contrast to iron, copper supplementation did not interfere with the antifungal activity of the aprepitant/itraconazole combination.

To conclude, our data indicate that aprepitant was able to enhance the antifungal activity of azole drugs, particularly itraconazole. The aprepitant/itraconazole combination displayed broad-spectrum antifungal activity and was fungicidal against planktonic and biofilms of *C. auris*, suggesting a promising clinical indication for the treatment of azole-recalcitrant infections. Furthermore, this novel drug combination demonstrated potent *in vivo* efficacy in a *C. elegans* infection model. The synergistic relationship between aprepitant and itraconazole appears to be mediated through potent interference with metal ion homeostasis, and the subsequent compromise in ROS detoxifying mechanisms and ergosterol biosynthesis, however, further molecular studies are needed to fully understand the mechanism of the azole chemosensitizing activity of aprepitant and its effect on the ergosterol pathway. Moreover, efficacy in higher animal models and further clinical studies are needed to fully assess the potential clinical use of aprepitant/itraconazole as a novel drug combination with promising antifungal activity against emergent multidrug-resistant *C. auris*.

## Supplementary Material

Supplemental Material Click here for additional data file.

# Supplementary material for: Aprepitant, an antiemetic agent, interferes with metal ion homeostasis of Candida auris and displays potent synergistic interactions with azole drugs
**Source:** Virulence. 2020 Oct 26;11(1):1466–81. doi: 10.1080/21505594.2020.1838741
**Supplement:** Supplemental Material

**Aprepitant, an antiemetic agent, interferes with metal ion homeostasis of *Candida auris* and displays potent synergistic interactions with azole drugs**

Hassan E. Eldesouky^1,2^, Nadia A Lanman ^1,3^_,_ Tony R. Hazbun ^4^, and Mohamed N. Seleem ^1,2*^

**Supplementary Table S1**. List of strains used in this study

| **Fungal Strains** | **Source** | **Description** |
| --- | --- | --- |
| *C. auris 381* | CDC | Drug sensitive isolate |
| *C. auris 382* | CDC | Drug sensitive isolate |
| *C. auris 383* | CDC | Clinical isolate exhibiting resistance to fluconazole |
| *C. auris 384* | CDC | Clinical isolate exhibiting resistance to fluconazole and Voriconazole |
| *C. auris* 385 | CDC | Resistant to fluconazole, itraconazole, voriconazole, and amphotericin B |
| *C. auris* 386 | CDC | Resistant to fluconazole, voriconazole, and amphotericin B |
| *C. auris 387* | CDC | Drug sensitive isolate |
| *C. auris* 388 | CDC | Resistant to fluconazole, itraconazole, voriconazole, and amphotericin B- overexpression of *CDR1* |
| *C. auris* 389 | CDC | Resistant to fluconazole, itraconazole, voriconazole, and amphotericin B- overexpression of *CDR1* |
| *C. auris* 390 | CDC | Resistant to fluconazole, itraconazole, and amphotericin B- overexpression of *MDR1* and *CDR1* |
| *C. albicans* SC5314 | ATCC | Wild-type strain |
| *C. albicans ATCC MYA-573* | ATCC | Fluconazole-resistant bloodstream isolate (from an AIDS patient in Germany) |
| *C. albicans* TWO7241 | Professor Theodore White (University of Missouri-Kansas City) | Fluconazole-resistant clinical isolate that has increased efflux activity (*MDR1* overexpression) and overexpression of the azole target (*ERG11*) |
| *C. albicans* TWO7243 |  | Fluconazole- and itraconazole-resistant clinical isolate that has increased mRNA levels of *CDR1*, *MDR1*, and *ERG11* |
| *C. glabrata* ATCC-66032 | ATCC | Not available |
| *C. glabrata* ATCC-64677 | ATCC | Not available |
| *C. glabrata* ATCC-15126 | ATCC | Not available |
| *C. krusei* CAB39-6420 | Bei Resources | Human blood isolate |
| *C. krusei* ATCC-14243 | ATCC | Not available |
| *C. krusei* ATCC-34135 | ATCC | Clinical specimen isolated in Minnesota, USA |
| *C. tropicalis* ATCC-13803 | ATCC | Not available |
| *C. tropicalis* ATCC-1369 | ATCC | Not available |
| *C. parapsilosis* ATCC-22019 | ATCC | Clinical specimen isolated in Puerto Rico |
| *C. parapsilosis* CAB50-2638 | Bei Resources | Human blood isolate |

**Supplementary Table S2**. List of primers

| Gene name | Primer | |
| --- | --- | --- |
| *ACT1* | Forward | GAAGGAGATCACTGCTTTAGCC |
|  | Reverse | GAGCCACCAATCCACACAG |
| *FTR1* | Forward | GTCAACTGCTGCAATCCTGA |
|  | Reverse | TTCTTGCAGAATGGCAAGTG |
| *CTR1* | Forward | TACTATGGATCACGCCCACA |
|  | Reverse | CACATGTTCATGCCCATCAT |
| *ZTR2* | Forward | TGTTGGTCAGGTTGTGCAAT |
|  | Reverse | AGAAACACCAACCAGGCAAC |
| *ERG2* | Forward | CTTTGACGACTGGGTGTTCA |
|  | Reverse | CCACAGAAGTGCCGAAAAA |
| *ERG10* | Forward | CTCGGAAACCAACACCAAAG |
|  | Reverse | TCAAGGGCACCAGAGGTAAG |
| *ERG1* | Forward | CCGTGCTCATTTACCAGACA |
|  | Reverse | AGGGCAACACCTCATCTCTC |

**Supplementary Table S3**. Effect of aprepitant on the antifungal activity of itraconazole (ITC) against clinically relevant *Candida* species.

| **Isolates** | **MIC (µg/mL)** | | | | **ΣFICI*** | **Interaction** |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Aprepitant** | | **ITC** | |  |  |
|  | **Alone** | **Combined** | **Alone** | **Combined** |  |  |
| *C. albicans* SC-5314 | > 128 | 8 | 0.25 | 0.0156 | 0.13 | SYN |
| *C. albicans* ATCC-MYA 573 | > 128 | 8 | 1 | 0.25 | 0.31 | SYN |
| *C. albicans* TWO743 | > 128 | 8 | 1 | 0.25 | 0.31 | SYN |
| *C. albicans* TWO741 | > 128 | 8 | 0.5 | 0.0625 | 0.19 | SYN |
| *C. glabrata* ATCC-64677 | > 128 | 2 | 0.5 | 0.5 | 1.02 | IND |
| *C. glabrata* ATCC-15126 | > 128 | 2 | 0.25 | 0.25 | 1.02 | IND |
| *C. glabrata* ATCC-66032 | > 128 | 2 | 0.5 | 0.5 | 1.02 | IND |
| *C. krusei* CAB 396420 | > 128 | 8 | 0.5 | 0.0625 | 0.187 | SYN |
| *C. krusei* ATCC-14243 | > 128 | 8 | 0.25 | 0.015 | 0.13 | SYN |
| *C. krusei* ATCC-34135 | > 128 | 8 | 0.5 | 0.062 | 0.19 | SYN |
| *C. tropicalis* ATCC-13803 | > 128 | 8 | 0.25 | 0.062 | 0.31 | SYN |
| *C. tropicalis* ATCC-1369 | > 128 | 2 | 0.5 | 0.031 | 0.08 | SYN |
| *C. parapsilosis* ATCC-22019 | > 128 | 8 | 0.25 | 0.062 | 0.31 | SYN |
| *C. parapsilosis* CAB-502638 | > 128 | 8 | 0.25 | 0.062 | 0.31 | SYN |

^*^ΣFICI (fractional inhibitory concentration index) is used to measure the interaction between the tested combinations. ΣFICI interpretation corresponded to the following definitions: synergism (SYN), ΣFICI ≤ 0.5; additivity (ADD), ΣFICI > 0.5 and ≤ 1; and indifference (IND), ΣFICI > 1 and ≤ 4.

**Supplementary Table S4** - Significantly upregulated GO terms in APR/ITC treatment group

| **Category** | **GOID** | **Description** | **Gene**  **Ratio** | **BgRatio** | **P value** | **Padj** | **Gene**  **ID** | **Count** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| CC | GO:0016020 | membrane | 7/7 | 466/926 | 0.00799 | 0.03197 | 40025314/40025409/40027146/40028243/40028953/40029187/40029690 | 7 |

**Supplementary Table S5-** Significantly downregulated GO terms in APR/ITC treatment group

| **Category** | **GOID** | **Description** | **Gene**  **Ratio** | **BgRatio** | **P value** | **Padj** | **Gene ID** | **Count** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| BP | GO:0030001 | Metal ion transport | 3/11 | 22/1815 | 0.00024 | 0.00255 | 40027445/40027663/40028877 | 3 |
| BP | GO:0055085 | Transmembrane transport | 7/11 | 267/1815 | 0.00027 | 0.00255 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:0044765 | Single-organism transport | 7/11 | 341/1815 | 0.00128 | 0.00693 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:1902578 | Single-organism localization | 7/11 | 348/1815 | 0.00146 | 0.00693 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:0006810 | Transport | 7/11 | 397/1815 | 0.0033 | 0.00912 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:0051234 | Establishment of localization | 7/11 | 400/1815 | 0.00346 | 0.00912 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:0006812 | Cation transport | 3/11 | 55/1815 | 0.00366 | 0.00912 | 40027445/40027663/40028877 | 3 |
| BP | GO:0051179 | Localization | 7/11 | 407/1815 | 0.00384 | 0.00912 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| BP | GO:0006811 | Ion transport | 3/11 | 69/1815 | 0.00697 | 0.01472 | 40027445/40027663/40028877 | 3 |
| BP | GO:0098655 | Cation transmembrane transport | 2/11 | 30/1815 | 0.01325 | 0.02063 | 40027445/40027663 | 2 |
| BP | GO:0098660 | Inorganic ion transmembrane transport | 2/11 | 30/1815 | 0.01325 | 0.02063 | 40027445/40027663 | 2 |
| BP | GO:0098662 | Inorganic cation transmembrane transport | 2/11 | 30/1815 | 0.01325 | 0.02063 | 40027445/40027663 | 2 |
| BP | GO:0034220 | Ion transmembrane transport | 2/11 | 31/1815 | 0.01411 | 0.02063 | 40027445/40027663 | 2 |
| CC | GO:0044425 | Membrane part | 6/7 | 304/926 | 0.00612 | 0.03265 | 40026939/40027169/40027170/40027445/40027663/40029413 | 6 |
| CC | GO:0016020 | Membrane (n=7) | 7/7 | 466/926 | 0.00799 | 0.03265 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| CC | GO:0016021 | Integral component of membrane | 5/7 | 239/926 | 0.01451 | 0.03265 | 40026939/40027169/40027170/40027663/40029413 | 5 |
| CC | GO:0031224 | Intrinsic component of membrane | 5/7 | 239/926 | 0.01451 | 0.03265 | 40026939/40027169/40027170/40027663/40029413 | 5 |
| MF | GO:0022857 | Transmembrane transporter activity | 7/12 | 153/2359 | 2.54E-06 | 4.68E-05 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| MF | GO:0005215 | Transporter activity | 7/12 | 161/2359 | 3.60E-06 | 4.68E-05 | 40026939/40027169/40027170/40027445/40027663/40028877/40029413 | 7 |
| MF | GO:0046873 | Metal ion transmembrane transporter activity | 3/12 | 20/2359 | 0.00011 | 0.00095 | 40027445/40027663/40028877 | 3 |
| MF | GO:0022890 | Inorganic cation transmembrane transporter activity | 3/12 | 44/2359 | 0.00119 | 0.0077 | 40027445/40027663/40028877 | 3 |
| MF | GO:0008324 | Cation transmembrane transporter activity | 3/12 | 49/2359 | 0.00162 | 0.00845 | 40027445/40027663/40028877 | 3 |
| MF | GO:0015075 | Ion transmembrane transporter activity | 3/12 | 58/2359 | 0.00265 | 0.01086 | 40027445/40027663/40028877 | 3 |
| MF | GO:0022891 | Substrate-specific transmembrane transporter activity | 3/12 | 60/2359 | 0.00292 | 0.01086 | 40027445/40027663/40028877 | 3 |
| MF | GO:0022892 | Substrate-specific transporter activity | 3/12 | 66/2359 | 0.00384 | 0.01249 | 40027445/40027663/40028877 | 3 |

How the deposited data were processed for this re-analysis (not part of the article)

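RNA from C. auris AR0390 was sequenced from 4 libraries, 1 each for itraconazole at 1 µg/ml, aprepitant at 10 µg/ml, both drugs together and DMSO at 1%. The authors deposited a table of raw counts per gene. According to the methods, reads were trimmed with fastp, aligned to the B11221 reference genome with HISAT2 and counted per gene with FeatureCounts. Whether counting used the strand, how reads matching several genes were treated, and whether the duplicate cultures named in the methods were pooled are not given in the sources used here. Each column was matched to its condition by its name and the sample labels. The gene lengths in the deposited table are nearly all multiples of 3 and are coding lengths. Gene coordinates in that table are on 20 scaffolds.

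The table has 5714 genes, of which 131 had 0 counts in every library. The 5454 genes with at least 10 counts in at least 1 library were used. Counts on genes per library were between 18963268 and 22669738, and the gene with the most counts took from 1.77% to 2.22% of each library. A count of 100 has an exact Poisson interval that is narrow beside a 2-fold change, so that for most genes the variation between cultures, which 1 library per condition cannot show, limits the comparison more than the depth does. The median over genes of the largest count in any library was 1931.5.

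Counts were analyzed in R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0. Log2 ratios were taken between TMM-normalized CPM values with a prior count of 2. Intervals of 95% are exact Poisson intervals for CPM and exact (Clopper-Pearson) intervals, conditional on the summed count, for ratios, and cover counting error only. Genes past 2-fold were counted for each drug treatment against the untreated library and for aprepitant/itraconazole against itraconazole. The exact test of edgeR was run on pairs of libraries with the BCV set to 0.1, and calls were genes with a Benjamini-Hochberg adjusted P-value under 0.005, as in the methods, and a change above 2-fold. The results section of the paper gives 0.05 in place of 0.005, which was run as an alternative. An additive model with a term for each drug was fitted with edgeR's quasi-likelihood test, with the same threshold.

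On simulated data for the itraconazole comparison with 200 of 5454 genes changed, the additive fit called 100% of the genes changed 4-fold and 47% of those changed 2-fold at the 2-fold limit, with 0 false calls. The exact test at a BCV of 0.1 called 100% and 48%, and at 0.2 it called 96% and 0%. In the same simulated data no gene was changed for aprepitant, and the additive fit made 0 calls for it. The simulated noise was independent from gene to gene, at the BCV of 0.0756 from the additive fit, with no interaction of the drugs. The simulation thus does not cover a difference between cultures that genes share.

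Named genes are all genes of Tables 2 and 3, whose values in the paper had been seen, genes the text names that could be matched to an identifier, and, for each of the 4 comparisons, the 2 largest rises and 2 largest falls among genes outside these tables with at least 100 counts in either library. Gene names come from Tables 2 and 3, where they are matches to C. albicans, and otherwise from the NCBI RefSeq gene table of assembly ASM301371v2, which is of strain B11220 and not of the B11221 reference. That table matched 5342 of the 5714 identifiers, of which 2235 carry a gene symbol, and was used for names only. Of the 41 genes of Tables 2 and 3, 21 have a symbol there, and 18 of these are the paper's. It names FTR1 FTR2, FRE3 FRE7 and DAL81 SUT1, and it gives the names ERG10, TDH3 and PIR1 to other genes than the paper does. The paper's names were kept. Lists of ergosterol, metal transport, glycolysis, reactive oxygen species detoxification and efflux pump genes were fixed by symbol, and their medians were compared with those of 10000 random lists matched on mean expression, with and without the genes of Tables 2 and 3. A gene that either source names by a symbol of a list was a member. Random lists do not carry a spread that genes of a shared pathway have in common between single cultures. Percentiles therefore describe these libraries and do not measure a drug effect. Names of GO terms and their genes were read from Supplementary Tables S4 and S5, and no enrichment was computed.

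The alternatives were DESeq2's size factors, total counts and upper-quartile scaling, prior counts of 0.5 and 10, no filter or a filter of 100 counts, BCVs of 0.2, 0.3 and 0.4 or estimated, an adjusted P-value of 0.05, DESeq2's test, and fits without the other drug or without 1 library. These were chosen before the data were examined, except for the combination of a BCV of 0.2 with no filter, upper-quartile scaling for the calls at an assumed BCV, and the alternatives for the count of Table 2 genes past 2-fold with itraconazole and for the aprepitant effect across genes, which were added afterwards.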

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

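The tests of noise independent from gene to gene and of a shared batch in the first 3 patterns, of expression level for the aprepitant pattern, of library scaling for the genes with opposite aprepitant effects, and of counting error and coding length for the genes outside Table 2 were chosen after the results were seen.

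Aprepitant alone gave 22 genes past 2-fold, and the additive fit gave 48 genes with an adjusted P-value under 0.05 in edgeR (618 with an unadjusted P-value under 0.05), in a treatment for which the paper lists no genes. The 48 became 230 with DESeq2's size factors in edgeR and 0 without a term for itraconazole. The latter fit places the itraconazole effect in the residual, so that its 0 does not test the 48. The aprepitant effect can be read from pairs of libraries with no library in common, aprepitant against untreated and aprepitant/itraconazole against itraconazole. Across genes the r between these was 0.263, whereas 100 simulated sets of unchanged libraries gave at most 0.061. Of 55 genes with at least 100 counts that were past 1.5-fold with aprepitant alone, 90.9% moved in the same direction in the other pair, where noise independent from gene to gene would give about 50%. Over all 5272 genes with at least 100 counts, 58.2% did. After correction of both ratios for coding length r was 0.309, and without the genes of Tables 2 and 3 and the 100 genes with most counts 0.237. Trends on mean expression moved log2 ratios little, by a median of 0.0135 without itraconazole (at most 0.05) and 0.0068 with it (at most 0.40), and carried 1.84% of the covariance of the ratios. These values argue against noise independent from gene to gene, length, expression level and a few genes as the whole source. A batch shared by the aprepitant-treated cultures, or a culture difference that moves many genes together, cannot be told apart from the drug, since there is 1 library per condition. A small aprepitant response repeated with and without itraconazole remains a hypothesis.

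The aprepitant/itraconazole library differed from the itraconazole library by more than 2-fold at 67 genes, a comparison the paper does not report. The same limits hold for it, with 1 library on each side, and its count depended on low-count genes, with 36 genes at a filter of 100 counts. Both scaling by DESeq2's size factors (67 genes) and by total counts (64 genes) left it close to the count above. Of the 67 genes, 70.1% moved in the same direction between the aprepitant and untreated libraries, which argues against noise independent from gene to gene as the whole source. A shared batch, or a culture difference that moves many genes together, cannot be told apart from aprepitant with 1 library per condition. No biological explanation was tested.

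Outside Table 2, 202 genes were past 2-fold in the aprepitant/itraconazole library, 99 higher and 103 lower. The counting interval left out no change for 97.5% of them. That share is partly built in, since they were chosen as past 2-fold in the same libraries. The median of their larger count was 2184.5, however, where counting error is narrow beside a 2-fold change. After correction for coding length, which moved log2 ratios by up to 0.30, 186 of them stayed past 2-fold. Thus neither counting error nor length accounts for most of them. Between the itraconazole and aprepitant libraries, neither of which is part of that comparison, 83.2% of the 202 genes moved in the same direction, which argues against noise independent from gene to gene as the whole source. Across all genes, the r of itraconazole against untreated with aprepitant/itraconazole against aprepitant, also without a library in common, was 0.769. The 20 ergosterol genes outside Tables 2 and 3 had a median log2 ratio of 1.03 with both drugs and 0.87 with itraconazole. Their list was fixed beforehand, and each median was above those of all 10000 random lists. With both drugs 18 were higher, 11 of them past 2-fold. For these genes this argues against a batch that moves genes regardless of function, but not against one that moves this pathway. For the other genes, a batch shared by the itraconazole-treated cultures cannot be told apart from the treatment with 1 library per condition. The same holds for a culture difference that moves many genes together. A response to the drugs wider than Table 2 is favored for the ergosterol genes and remains open for the others.

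For 7 genes of Tables 2 and 3, aprepitant lowered expression without itraconazole and raised it with itraconazole, with counting intervals that left out 0 on both sides. The difference was not tested, since each condition has 1 library. The aprepitant log2 ratio with itraconazole exceeded that without it by 1.86 for CDR1, 1.19 for ADH1, 0.98 for TDH3, 0.92 for YHB1, 0.78 for ERG1, 0.65 for ERG2 and 0.63 for ERG24. For CDR1 it was -0.41 without and 1.45 with itraconazole. DESeq2's size factors, total counts and upper-quartile scaling moved a median log2 ratio by at most 0.096, less than the smallest of these effects (0.25 for ERG24), so that they decide nothing about the signs, which stay open to the scaling of the libraries. A scaling error moves all genes alike, however, and of 307 genes of like expression outside the tables only 1.3% had an aprepitant log2 ratio higher with itraconazole by at least the 0.63 of ERG24, while for HGT12 it was lower by 1.21. This argues against scaling as the source of the difference. Spread between single libraries stays open. Of the 307 genes, 0% had opposite effects differing by at least the median of the 7 genes, but those 7 come from lists the paper chose on these libraries. An interaction of the drugs on these genes is a hypothesis.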

How the results depend on the processing

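The alternatives for the aprepitant effect across genes, for Table 2 genes past 2-fold with itraconazole alone, the BCV of 0.2 together with no filter on low counts, and upper-quartile scaling for the calls at an assumed BCV were chosen after seeing the data. No paired analysis was possible because each condition has 1 library.

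The counts of genes past 2-fold with aprepitant/itraconazole and with itraconazole stayed within 1.5 times their values under each scaling, prior count and filter tried. Upper-quartile scaling shifted the balance for aprepitant/itraconazole from 118 higher and 118 lower to 95 higher and 175 lower, and that for itraconazole from 82 higher and 93 lower to 72 higher and 119 lower. The counts for aprepitant (22) and for aprepitant/itraconazole against itraconazole (67) rested on low-count genes. They became 7 and 40 with a prior count of 10, 48 and 102 with no filter on low counts, and 5 and 36 with at least 100 counts. In each setting the cause lies in the construction, since these settings weigh or remove genes with few counts. The genes of Table 2 and Table 3 past 2-fold in the direction of their table were 34 and 18 in each setting except at least 100 counts, where gene 40029696 was removed and 33 were left for Table 2.

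Calls at an assumed BCV depended on the value assumed. For aprepitant/itraconazole the 209 calls at 0.1 became 35 at 0.2, 3 at 0.3, 1 at 0.4, 48 with edgeR's estimate and 34 at 0.2 with no filter on low counts. For itraconazole the 148 calls became 18, 1, 0, 38 and 18 in the same order. For aprepitant the 4 calls became 0 at 0.2, 0.3, 0.4 and at 0.2 with no filter, and 6 with edgeR's estimate. That estimate was only 0.0739 for aprepitant. Upper-quartile scaling gave 243 calls for aprepitant/itraconazole (89 higher and 154 lower, against 105 and 104), 159 for itraconazole (57 higher and 102 lower, against 63 and 85) and 5 for aprepitant. This scaling, DESeq2's size factors, total counts, an adjusted P-value of 0.05, no filter, and the BCV of 0.0756 from the additive fit left every count within 1.5 times.

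In the additive fit, the itraconazole calls (121) became 75 without a term for aprepitant, and from 0 to 151 with 1 library left out. They were 0 without the untreated library and 0 without the aprepitant library. The aprepitant calls (3) became 5 in DESeq2, 8 at an adjusted P-value of 0.05, 13 with DESeq2's size factors in edgeR (7 higher and 6 lower, against 1 higher and 2 lower), 0 without a term for itraconazole (52 genes at an unadjusted P-value under 0.05 in edgeR), and from 0 to 0 with each library left out. Fits with a library left out also had no term for the other drug. Leaving out a term places that drug's effect in the residual, and leaving out a library leaves fewer samples. A fall in aprepitant calls is thus built into these fits. For the other settings the cause was not tested.

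Across genes, the r between the itraconazole and aprepitant/itraconazole responses (0.842) was 0.843 as Spearman's rho, 0.868 with at least 100 counts and 0.829 without the genes of Tables 2 and 3. The r between the aprepitant effects without and with itraconazole (0.263) was 0.250 as Spearman's rho and 0.330 with at least 100 counts. 

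Without the genes of Tables 2 and 3, the ergosterol list medians moved from 1.06 to 1.03 with both drugs, from 0.94 to 0.87 with itraconazole and from 0.17 to 0.15 for both drugs against itraconazole, which was also 0.15 with total counts. The metal transport medians moved from 0.07 to 0.37 with both drugs and from -0.03 to 0.15 with itraconazole. The glycolysis medians moved from -0.41 to -0.21 with both drugs, from -0.62 to -0.37 with itraconazole and from -0.116 to -0.0486 with aprepitant. Those for reactive oxygen species detoxification moved from -0.111 to -0.0544 with itraconazole and from 0.21 to 0.14 for both drugs against itraconazole. For both drugs and for itraconazole against the untreated library, the cause lies in the construction, since the genes removed were picked for those changes. For the other comparisons the cause was not tested. The other list medians stayed within counting error, and the efflux pump list had only 2 genes left and was not run. Of 1620 log2 ratios of single genes under an alternative, 1545 stayed within their counting interval, 75 moved and 0 reversed. Scaling moved the median log2 ratio of all genes by at most 0.096.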

Differences from the paper's values

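The paper's count of DEGs with aprepitant/itraconazole is 34 (19 upregulated and 15 downregulated), and the exact test at a BCV of 0.1 gave 209 (105 and 104). Of the alternatives set before the data were examined, a BCV of 0.2 (35 genes, 19 and 16) and edgeR's own estimate (48 genes, 26 and 22) fall within 1.5 times of the paper's counts. The others do not. These are BCVs of 0.3 (3) and 0.4 (1), the BCV from the additive fit (215), an adjusted P-value of 0.05 (223), total counts (208), DESeq2's size factors (210) and no filter on low counts (209). At a BCV of 0.2, all 34 genes of Table 2 and gene 40026940 were called. A BCV of 0.2 with no filter on low counts, chosen after seeing the values, called 34 genes, 19 and 15, and drops 0 of the paper's genes. Upper-quartile scaling at a BCV of 0.1, also chosen afterwards, gave 243 (89 and 154).

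For itraconazole the paper's count of DEGs is 18 (10 upregulated and 8 downregulated), and the exact test at a BCV of 0.1 gave 148 (63 and 85). Of the alternatives set before the data were examined, only a BCV of 0.2 falls within 1.5 times, with 18 genes, 10 and 8, all of them genes of Table 3. The others were BCVs of 0.3 (1) and 0.4 (0), edgeR's estimate (38), the BCV from the additive fit (154), an adjusted P-value of 0.05 (160), total counts (149), DESeq2's size factors (147) and no filter on low counts (149). A BCV of 0.2 with no filter, chosen after seeing the values, also gave the 18 genes and drops 0 of the paper's. Upper-quartile scaling at a BCV of 0.1, also chosen afterwards, gave 159 (57 and 102).

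The paper finds no DEGs with aprepitant. The exact test called 4 genes at a BCV of 0.1 and 6 with edgeR's estimate of 0.0739, and 0 at 0.2, 0.3 and 0.4. The additive fit called 3 genes for aprepitant. Without a term for itraconazole, whose effect then lies in the residual, 0 were called.

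The paper describes the genes taken for RT-qPCR as differentially expressed in the combination and not with either drug alone. Its RT-qPCR also tested each drug alone and, by the paper's account, showed significant change with both drugs only. For itraconazole alone the RNA-Seq ratios here differ from that assay, and 1 library per condition cannot settle which holds. In the RNA-Seq libraries all 6 were past 2-fold with itraconazole alone, in the direction of the combination, and 6 were called there at a BCV of 0.1. At a BCV of 0.2 the exact test called 0 of them with itraconazole. The paper states that ERG11 missed its criteria for significance. Its log2 ratio with both drugs was 1.25, and the exact test called it at a BCV of 0.1 and not at 0.2.

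The 52 log2 fold changes of Tables 2 and 3 differed from the log2 ratios here by less than counting error, with a largest difference of 0.15. The P-value columns of these tables do not say whether they are adjusted. Set beside the exact test at a BCV of 0.2 with no filter, chosen after seeing the values, and taking values within 12% as matching, the column of Table 2 matched the adjusted P-value for all 15 downregulated genes and the unadjusted P-value for all 19 upregulated genes. In Table 3 it matched the adjusted P-value for 7 of 8 downregulated and 8 of 10 upregulated genes, and neither within 12% for DAL81, PGA30 and DIP5. For PGA30 (3.1e-04 in the paper, 3.12e-03 adjusted in edgeR) and DIP5 (4.7e-04 and 4.74e-03) the paper's value has the digits of the adjusted P-value at another power of 10, and DAL81 (3.7e-04 and 3.12e-03) matched neither.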

Other observations

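The test of run-on reads from HGT12 was chosen after its values were seen.

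Gene 40026940 fell with both drugs (log2 ratio -1.88), as did its neighbor HGT12. A candidate explanation is that its counts are reads running on from HGT12, which is far more abundant. The counts of gene 40026940 as a share of those of HGT12 were 0.228% in the untreated library, 0.181% with aprepitant, 0.229% with itraconazole and 0.213% with both drugs. The highest share was only 1.26 times the lowest while HGT12 fell by 1.81 on the log2 scale. A chi-square test of the shares between libraries gave a P-value of 3.63e-02, but it covers counting error only and decides nothing with 1 library per condition. The genes lie on opposite strands, 396 bp apart, and whether counting used the strand is not given, so that run-on reads cannot be told apart from a gene that responds by itself.

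Genes next to each other tended to change together with both drugs. Over 5441 pairs of neighbors, Spearman's rho of their log2 ratios was 0.138, and the highest of 1000 shuffled gene orders gave 0.053. For 1405 pairs more than 1000 bp apart rho was 0.113, close to the 0.137 for pairs less than 500 bp apart, and it was 0.142 for pairs on the same strand and 0.132 for pairs on opposite strands. These values argue against chance order and against reads shared between adjacent genes as the whole cause. Regional GC content was not tested, since no genome sequence was used, and no biological explanation was tested.

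Of a list of 21 glycolysis symbols fixed beforehand, 19 genes had an identifier. Their median log2 ratio to the untreated library was -0.41 with both drugs (percentile 0.23 of 10000 random lists), -0.62 with itraconazole (percentile 0) and -0.12 with aprepitant (percentile 0.46). Without the 4 genes of Tables 2 and 3, which the paper chose from these libraries, the medians were -0.21 (percentile 6.09), -0.37 (percentile 0.44) and -0.05 (percentile 14.8). For 14 genes of reactive oxygen species detoxification, the median was 0.16 with both drugs (percentile 82.1) and 0.21 for both drugs against itraconazole (percentile 99.8), and the latter was 0.14 (percentile 97.5) without YHB1. For 4 efflux pump genes, of which CDR1 and MDR1 are in Table 2, the median with both drugs was 1.23 (percentile 99.98). These 2 genes, which the paper chose from these libraries, had log2 ratios of 2.27 and 1.98, and the others 0.28 (FLU1) and 0.48 (SNQ2). TYE7 fell by about the same amount with each drug alone, by a log2 ratio of -1.24 with aprepitant and -1.17 with itraconazole.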
